# Overexpression of the Lung Cancer-Prognostic *miR-146b* MicroRNAs Has a Minimal and Negative Effect on the Malignant Phenotype of A549 Lung Cancer Cells

**DOI:** 10.1371/journal.pone.0022379

**Published:** 2011-07-18

**Authors:** Santosh Kumar Patnaik, Eric Kannisto, Reema Mallick, Sai Yendamuri

## Abstract

**Introduction:**

Expression levels of *miR-146b-5p* and *-3p* microRNAs in human non-small cell lung cancer (NSCLC) are associated with recurrence of the disease after surgery. To understand this, the effect of *miR-146b* overexpression was studied in A549 human lung cancer cells.

**Methods:**

A549 cells, engineered with lentiviruses to overexpress the human *pre-miR-146b* precursor microRNA, were examined for proliferation, colony formation on plastic surface and in soft agar, migration and invasiveness in cell culture and in vivo in mice, chemosensitivity to cisplatin and doxorubicin, and global gene expression. *miR-146b* expressions were assessed in microdissected stroma and epithelia of human NSCLC tumors. Association of *miR-146b-5p* and *-3p* expression in early stage NSCLC with recurrence was analyzed.

**Principal Findings:**

A549 *pre-miR-146b*-overexpressors had 3–8-fold higher levels of both *miR-146b* microRNAs than control cells. Overexpression did not alter cellular proliferation, chemosensitivity, migration, or invasiveness; affected only 0.3% of the mRNA transcriptome; and, reduced the ability to form colonies in vitro by 25%. In human NSCLC tumors, expression of both *miR-146b* microRNAs was 7–10-fold higher in stroma than in cancerous epithelia, and higher *miR-146b-5p* but lower *-3*p levels were predictive of recurrence.

**Conclusions:**

Only a minimal effect of *pre-miR-146b* overexpression on the malignant phenotype was seen in A549 cells. This could be because of opposing effects of *miR-146b-5p* and *-3p* overexpression as suggested by the conflicting recurrence-predictive values of the two microRNAs, or because *miR-146b* expression changes in non-cancerous stroma and not cancerous epithelia of tumors are responsible for the prognostic value of *miR-146b*.

## Introduction

MicroRNAs are ultrashort non-coding RNAs that regulate cellular processes by their sequence-specific influence on the stability and translation of multiple messenger RNAs (mRNAs). Studies over the past few years have shown the importance of these epigenetic regulatory molecules in cancer biology [1] as well as their utility as biomarkers of disease states [2]. We previously quantified the expression of microRNAs in 77 human stage I non-small cell lung cancer (NSCLC) tumors to identify microRNAs whose levels are associated with recurrence of the disease following surgical resection [3]. Expression of *miR-146b* microRNAs, *miR-146b-5p* and *miR-146b-3p*, in the tumors differed significantly between cases that had a recurrence and those that did not, with the mean *miR-146b-5p* level higher but the mean *miR-146b-3p* level lower in the former group. Furthermore, in internal cross-validations, *miR-146b-3p* was identified as a frequent constituent of six-microRNA support vector machines classifiers that could predict recurrence with a mean accuracy of 69%. Higher expression of *miR-146b-5p* in human tumors was also found to be associated with poor overall survival in stage I-III NSCLC in a study that focused on the squamous cell variety of the disease but did not examine *miR-146b-3p* [4]. Besides lung cancer, a higher level of *miR-146b-5p* in tumors is also associated with a more malignant disease in human papillary thyroid carcinoma [5].

In humans, both *miR-146b-5p* and *-3p* microRNAs are products of the same *MIR146B* gene that is located on chromosome 10 at position q24.32. Like most pairs of 5p and 3p microRNAs, the two *miR-146b* microRNAs are generated from the opposite strands (the 5′ and 3′ arms) of a double-stranded stem region of a precursor microRNA, *pre-miR-146b*, which in turn is derived from the primary *MIR146B* RNA transcript [6]. The expression of *miR-146b-5p* appears to be ubiquitous in human tissues, though higher levels are seen in lung, thymus and spleen [7]. Small RNA cloning and deep sequencing studies show that the amount of *miR-146b-3p* in cells is much less than that of *miR-146b-5p* [8], [9]. Such a difference is seen for many 5p and 3p microRNA pairs, which constitute a majority of microRNAs. This strand bias is believed to be a result of thermodynamic effects on microRNA processing dictated by the microRNA sequences [10], [11] as well as the levels of target mRNAs in the cellular environment [12], [13]. Even though one of the 5p and 3p microRNAs may be much less abundant than the other (and often referred to as the 'microRNA*' species), it can have significant influence on the cellular state [14], [15]. It should be noted that the nature of strand bias can vary spatiotemporally. For example, the *miR-202*/miR-202* expression ratio changes from ∼0.5 to ∼0.9 during female gonadogenesis in chicken embryos [16], and mouse *miR-194-5p* is present at a higher level than *miR-194-3p* in kidney and stomach, but at a lower level in lung and uterus [17].

A number of studies have examined the role of *miR-146b* microRNAs in cancer ceIl-lines. In a study of U373 human glioblastoma cells, invasiveness and migration was decreased by overexpression of the microRNAs and increased by their knockdown using antisense oligonucleotides, and the targeting of transcripts of the *MMP16* matrix metalloproteinase gene by *miR-146b-5p* was identified [18]. In vitro migration and invasion of another human glioblastoma cell-line, U87-MG, has also been shown to be reduced by *miR-146b-5p* overexpression [19]. The microRNA was shown to target transcripts of the *EGFR* gene encoding epidermal growth factor receptor. *EGFR*-targeting by *miR-146b-5p* has also been shown in MDA-MB-231 human breast cancer cells [20]. As in the glioblastoma studies, *pre-miR-146b* overexpression in the cells reduced thier migration and invasiveness [20]. Similar findings were reported in another study which also suggested a role for *miR-146b-5p* in negatively regulating the nuclear factor-kB (NF-kB) pathway [21]. Such functional studies have not been performed in lung cancer cells. To understand the association of the *miR-146b* microRNAs with lung cancer prognosis, we sought to study the effects of overexpressing the *pre-miR-146b* precursor microRNA on the malignant phenotype of the A549 lung adenocarcinoma cell-line.

## Materials and Methods

### Ethics statement

All research presented here was approved by the Institutional Review Board of the Roswell Park Cancer Institute (RPCI). All animal experiments were performed after approval by RPCI's Institute Animal Care and Use Committee under protocol number 1132M.

### Cell culture

A549 human lung adenocarcinoma and BEAS-2B normal human bronchial epithelial cell-lines were obtained from ATCC® (Manassas, VA). TLA-HEK293T™, a human embryonic kidney cell-line derived from the 293T cell-line, was obtained from Open Biosystems® (Huntsville, AL). A549 and TLA-HEK293T™ cells were cultured at 37°C in 90% humidity and 5% CO_2_ in Dulbecco's modified Eagle medium (+DMEM; Mediatech®, Manassas, VA) with 10% fetal bovine serum (PAA Laboratories®, Pasching, Austria) in a Steri-Cult™ incubator (Thermo Fisher Scientific®, Waltham, MA). LHC-9 medium (Invitrogen®, Carlsbad, CA) was used for BEAS-2B cells. Cell-lines generated in this study were cultured in the presence of 2 µg/ml puromycin (Roche®, Indianapolis, IN). Cells were harvested using 0.05% trypsin with 0.25 mM ethylene-diamine-tetraacetic acid (Invitrogen®). Cells were not cultured for more than six weeks, and concurrently-cultured and similarly-aged cells were used when comparing cell-lines. Maintenance cultures at semi-confluence were used to set up experiments. A Scepter™ electronic counter (Millipore®, Billerica, MA) or disposable hemacytometer slides (Incyto®, Dusseldorf, Germany) were used to measure cell-densities of re-suspended cells.

### Generation of stably-transduced cell-lines

Complementary, single-stranded DNA oligonucleotides with the human *pre-miR-146b* sequence (miRBase [22] accession number MI0003129) and restriction enzyme-site overhangs were obtained from Integrated DNA Technologies® (Coralville, IA). Oligonucleotides were also obtained for a variant sequence in which the segments for the *miR-146b-5p* and *-3p* microRNAs were swapped. After annealing to generate double-stranded DNA, the oligonucleotides were ligated to *Xho* I- and *Not* I (Invitrogen®)-digested pLemiR™ vector (Open Biosystems®). TOP10™ competent *E. coli* (Invitrogen®) were heat-transformed with the ligation products. Plasmid DNA was prepared from cultures of selected single clones using a kit supplied by Qiagen® (Valencia, CA). Identity of plasmids was confirmed by DNA sequencing at a core facility at the Roswell Park Cancer Institute in Buffalo, NY (RPCI). Engineered lentiviruses were prepared by transfecting plasmids into TLA-HEK293T™ cells using reagents and protocols provided with the Trans-Lentiviral GIPZ™ packaging system (Open Biosystems®). A549 cells were transduced with viruses for 48 hours and then subjected to selection against 2 µg/ml puromycin for about two weeks to generate cell-lines A549/vec, A549/146b, and A549/v146b, using viruses generated with an empty pLemiR™ vector, or with the vector bearing the natural or the variant *pre-miR-146b* sequence, respectively.

### Flow cytometry

Flow cytometry of freshly-harvested cells stained with 1 µg/ml of the *7*-amino-actinomycin D viability dye (Sigma®, St. Louis, MO) was performed on a FACSCalibur machine (BD Biosciences®, San Jose, CA). Forward- and side-scatter, and fluorescence in the FL2 and FL4 channels were recorded for 10,000 events, and FL2 fluorescence values were plotted after gating out dead cells with the CellQuest™ Pro software (version 5; BD Biosciences®).

### Cell proliferation assay

Cell proliferation assays were performed using the Cell Counting Kit-8 assay (CCK-8; Dojindo Molecular Technologies®, Rockville, MD) which uses the bioreduction of *2*-(*2*-methoxy-*4*-nitrophenyl)-*3*-(*4*-nitrophenyl)-*5*-(*2*,*4*-disulfophenyl)-2H tetrazolium sodium (WST-8) to orange-colored formazan to measure cell viability. Briefly, 100 µl of cells at 2-4x10^4^/ml cells were plated on 96-well culture plates. At various time-points over the next four days, the culture medium in quadruplicate wells was replaced with fresh medium containing 5% CCK-8 reagent, and after an hour, absorbance at 450 nm was measured on a Multiskan Plus (MTX Lab Systems®, Vienna, VA) plate reader. Absorbance values were corrected by subtracting those of control wells that did not have cells.

### Drug sensitivity assay

Cells were grown to 50%-60% confluence in 96-well culture plates in quintuplicate when the culture medium was replaced with that containing 0.5–2.0 µg/ml of either doxorubicin hydrochloride (Enzo Life Sciences®, Farmingdale, NY) or cisplatin (Calbiochem®, San Diego, CA) or neither. After two days of culture, viability of cells was measured as described for the cell proliferation assay.

### Colony formation assays

For adherent colony formation assays, 200 cells were plated per 35 mm-culture dish in triplicate and cultured with medium changes every 4–5 days. After 10–14 days, dishes were stained with 0.2% methylene blue in 40% methanol for 30 minutes. For colony formation in soft agar, a dish was first coated with 1.5 ml medium containing 0.7% agar (Sigma®) before cells, in 2 ml medium containing 0.35% agar, were added at 150 cells/dish. After polymerization of agarose in about 15 minutes, 2 ml of medium was added. Cells were cultured for 6–7 weeks with medium change every 4–5 days, and then stained with 2 mg/ml thiazolyl blue tetrazolium bromide (Sigma®) for 4–8 hours in the cell culture incubator. Stained dishes were scanned on a Perfection V700 (Epson®, Long Beach, CA), and a minimum area on images corresponding to 3778 or 199 µm^2^, respectively for the adherent and soft agar colony assays, was used for identifying colonies for quantification using ImageJ™ software (version 10.2; National Institute of Mental Health, Bethesda, MD).

### In vitro wound healing assay

Six-well culture plates were marked with a cross-hair pattern on the outside surface of their bottoms. Cells were then plated in triplicate at a high density to reach 100% confluence a day later, when an approximately 2 cm-long and 0.5 mm-wide wound was made by dragging a plastic 10 µl pipette-tip along a straight edge with moderate and consistent pressure to scratch the cell monolayer. The culture medium was then replaced. Cells were imaged immediately and after a day of culture at 50x magnification at the same locations along the scratches.

### Transwell™ migration and invasion assays

Twenty-four-well Transwell™ plates with a polycarbonate membrane and an 8 µm pore-size were obtained from Corning® (Corning, NY). Semi-confluent cells that had been starved for 16–20 hours by culture in serum-free +DMEM medium were harvested from 10 cm-culture dishes, washed twice with phosphate-buffered isotonic saline (PBS; 137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_ and 1.76 mM KH_2_PO_4_ at pH 7.4), and re-suspended in serum-free +DMEM medium at 2–3×10^5^ cells/ml. Cells were plated in triplicate in 0.1 ml of +DMEM per Transwell™, with bottom wells containing 0.6 ml +DMEM medium with 15% fetal bovine serum. The same volume of cell suspensions were concurrently plated in triplicate in wells of 24-well culture plates for indirectly assessing cell density by measuring cell viability after 8–16 hours as described for cell proliferation assay. For invasion assays, the Transwell™ membranes were pre-coated with either Cultrex™ PathClear™ basement membrane extract prepared from murine Engelbreth-Holm-Swarm tumor cells, or collagen I from rat tails (Trevigen®, Gaithersburg, MD). Coating was performed by layering 50 µl of the proteins at 1.5 mg/ml and 50 µg/ml, respectively, in serum-free +DMEM medium and allowing the layers to dry under 90% humidity at 37°C for 1 hour and 16–24 hours, respectively. Dried layers were rinsed thrice with serum-free +DMEM medium before cells were plated. After 8 or 16–20 hours, respectively, for the migration or invasion assays, upper surfaces of the Transwell™ membranes were wiped with cotton swabs to remove non-migrated cells. In the migration assay, cells remaining in the membranes were fixed with 10% neutral buffered-formalin and stained overnight with 0.2% w/v crystal violet (Sigma®) in 2% ethanol. After thorough washing with water to remove any unincorporated dye, 300 µl of 10% acetic acid was added to each Transwell™ to extract bound dye by shaking the wells at 100 revolutions/minute for 20 minutes. Extracts were analyzed for absorbance at 595 nm using 10% acetic acid as reference. In the invasion assays, red fluorescence images of cells in the Transwell™ membranes were acquired at 50x magnification in three different field-views. The absorbance readings or the average number of cells per field was normalized using the cell viability measurements of the cells that had been concurrently plated in separate cultures.

### Pulmonary tumor formation assay

This work was approved by various institutional committees at RPCI. Cells grown to about 70% confluence were harvested by trypsinization for three minutes, washed with PBS, and re-suspended in ice-cold +DMEM at 5×10^6^ cells/ml. An expert technician used a 1 ml-syringe with a 27 G needle to inject 0.2 ml of cells in the tail vein of immunodeficient, female, 6–10 week-old mice of C.B-*Igh*-*1^b^*/lcrTac-*Prkdc^scid^*/Ros strain. Mice were monitored twice weekly for labored breathing as well as for general malaise and any visible appearance of a cancerous lesion or growth, and euthanized after 12 weeks even though none of the mice had any of these symptoms or signs. Lungs were removed, washed with PBS, fixed for a day with 10% neutral buffered-formalin, and weighed after dabbing off excess liquid with paper towels.

### Laser capture microdissection (LCM)

This work was approved by an institutional review board at RPCI, and performed under the supervision of a pathologist in the Department of Pathology of RPCI on tissues from 12 cases of stage I NSCLC that had been treated at the institute. Formalin-fixed, paraffin-embedded, 6–8 µm-thick tissue-sections with at least 70% tumor tissue as verified by histological examination by a pathologist were used. Tissue-sections were placed on glass slides coated with a polyethylene naphthalate membrane (Leica®, Wetzlar, Germany) and dried overnight at room temperature. After de-paraffinization with xylene followed by gradual rehydration overnight using graded alcohols, the slides were stained with hematoxylin and eosin, and air-dried overnight. LCM was performed on an LMD6000 system (Leica®) at 200x magnification with laser power, speed and specimen-balance settings of 80, 2 and 11, respectively. Tumor-containing regions on the sections were identified by the altered cellular morphology of cancerous epithelial cells. Stromal and cancerous epithelial components of such regions were microdissected and collected in separate 0.5 ml tubes. For each component, areas of 1–12×10^6^ µm^2^ (approximately 0.5–7×10^4^ cell-sections) were collected. The stromal-to-epithelial area ratio varied from about 0.6 to 1.

### Isolation of RNA

Silica columns, reagents and protocols provided with the Purelink™ RNA (Invitrogen®), or High Pure™ microRNA (Roche®) and FFPE RNA (Norgen Biotek®, Thorold, Canada) kits, respectively, were used to isolate total from 2–5×10^6^ cultured cells or from proteinase K-treated microdissected cells. Nucleic acid concentration in the preparations was estimated by absorbance spectrophotometry on Ultrospec II (LKB Biochrom®, Cambridge, UK) or NanoDrop™ 1000 (Thermo Fisher Scientific®) instruments. A fluorometric assay using Quant-iT™ Ribogreen (Invitrogen®) was used to quantify nucleic acids in the preparations from the microdissected cells. Total RNA from MCF-7 human breast cancer and ML-2 human acute myeloid leukemia cells were kindly provided by, respectively, the research groups of Drs. Gokul Das and Eunice Wang of RPCI.

### Semi-quantification of microRNAs by reverse transcription-PCR (RT-PCR)

Semi-quantification of human microRNAs *let-7a*, *miR-30a-5p*, *miR-146b-5p* and *miR-146b-3p*, and the small nucleolar RNA *RNU6B* was done with RT-PCR-based TaqMan™ MicroRNA Assays (Applied Biosystems®, Foster City, CA; assay IDs 377, 417, 1097, 2361 and 1093, respectively). Briefly, an RNA-specific oligonucleotide, and reagents provided with the TaqMan™ MicroRNA Reverse Transcription Kit (Applied Biosystems®) were used to reverse transcribe 10 ng total RNA from cells, or 5 µl of 0.5-2000 fM synthetic mature microRNAs *miR-146b-5p* and *-3p* with 5′ phosphate and 3′ hydroxyl terminii obtained from Invitrogen®. The cDNA was used as template in 40 cycle-PCR reactions on a 7900HT real-time PCR machine (Applied Biosystems®). For each reaction, the quantification cycle (C*_q_*) value, approximately inversely proportional to log_2_ value of the concentration of the analyte RNA, was obtained with SDS™ software (Applied Biosystems®; version 2.3). The average of C*_q_* values of triplicate PCR reactions was used for analysis. When needed, C*_q_* values for microRNAs were normalized by subtracting the value for the small nucleolar *RNU6B* RNA.

### Gene expression analysis using BeadChip™ technology

Total RNA, isolated from A549/vec and A549/146b cells in two experiments for biological duplication, was provided to the shared gene expression facility of RPCI for analyses. Absorbance spectrophotometry and electrophoresis on NanoDrop™ 1000 and Bioanalyzer™ 2100 (Agilent Technologies®, Santa Clara, CA), respectively, showed that the RNA preparations had 260 nm/280 nm absorbance ratios in the 1.9–2.0 range, 260 nm/230 nm absorbance ratios >1.8, and RNA integrity numbers >7. Illumina® TotalPrep RNA Amplification kit (Ambion®, Autin, TX) was used to convert 500 ng of RNA to cDNA, which was then transcribed in vitro to generate biotin-labeled RNA. Hybridization reagents were mixed with 750 ng of labeled RNA, and the mixture was hybridized overnight at 58°C to HumanRef-8 v3.0 Expression BeadChips™ array (Illumina®, San Diego, CA) that has probes to detect 24,526 annotated human transcripts. Following washing and staining with Cy3 dye-labeled streptavidin, BeadChips™ were imaged using the BeadArray Reader (Illumina®). Data was acquired with GenomeStudio™ software (version 2010.1; Illumina®), and then processed for background-correction, variance-stabilizing transformation, and then robust splines-normalization between arrays using the lumi Bioconductor package (version 1.14) for R language (version 2.11.1) with default settings. Raw and processed data can be found in the NCBI Gene Expression Omnibus repository with accession number GSE29496. Good quality of the data was confirmed by examine different aspects of data as recommended by Illumina®. Multi-testing with a paired t test with moderated t statistics and Benjamini-Hochberg correction for false discovery rate was done on the processed data using the limma Bioconductor package (version 3.4.5).

### Other

An EOS 450D digital camera (Canon®, Lake Success, NY) and an Axio™ Observer microscope (Zeiss®, Maple Grove, MN) were used for microphotography. Unless specified otherwise, chemicals were procured from Sigma® or Thermo Fisher Scientific®. RNA secondary structure prediction using mfold [23] with default settings was performed online at http://mfold.rna.albany.edu. Statistical analyses and graph plotting were done with Prism™ software (version 5.0c; GraphPad Software®, La Jolla, CA). All t tests were two-tailed, assumed equal variances, and used 0.05 as the cut-off for deciding significance.

## Results

### Generation of A549 cell-lines overexpressing *miR-146b* microRNAs

To study the effect of *miR-146b* overexpression in lung cancer cells, human A549 lung adenocarcinoma cells were engineered to overexpress the human *pre-miR-146b* precursor microRNA. The pLemiR™ lentiviral vector, which bears a gene for puromycin resistance, was modified by inserting DNA for the pre-microRNA sequence in the 3′ untranslated region of the gene encoding for the TurboRFP red fluorescent protein and driven by the constitutively active cytomegalovirus (CMV) promoter. Following transduction with lentiviruses, and puromycin selection, a stable population of cells named A549/146b was generated. The A549/vec cell-line was generated using pLemiR™ vector without an insert. A549/v146b cells were generated using the vector with a variant human *pre-miR-146b* sequence. In the variant, the nucleic acid segments corresponding to the *miR-146b-5p* and -*3p* microRNA sequences were swapped (figure 1A) with the idea that the variation might result in a relatively higher expression of *miR-146b-3p*, since, among human microRNAs, those generated from the 5p arms of pre-microRNAs tend to be expressed more than those from the 3p arms [11]. The mfold [23] RNA-folding algorithm predicts that like natural *pre-miR-146b*, the variant pre-microRNA too has a stem-loop form (figure 1A), with a ΔG of −31.9 kcal/mol which is 5.2 kcal/mol more than that of the natural pre-microRNA.

**Figure 1:**
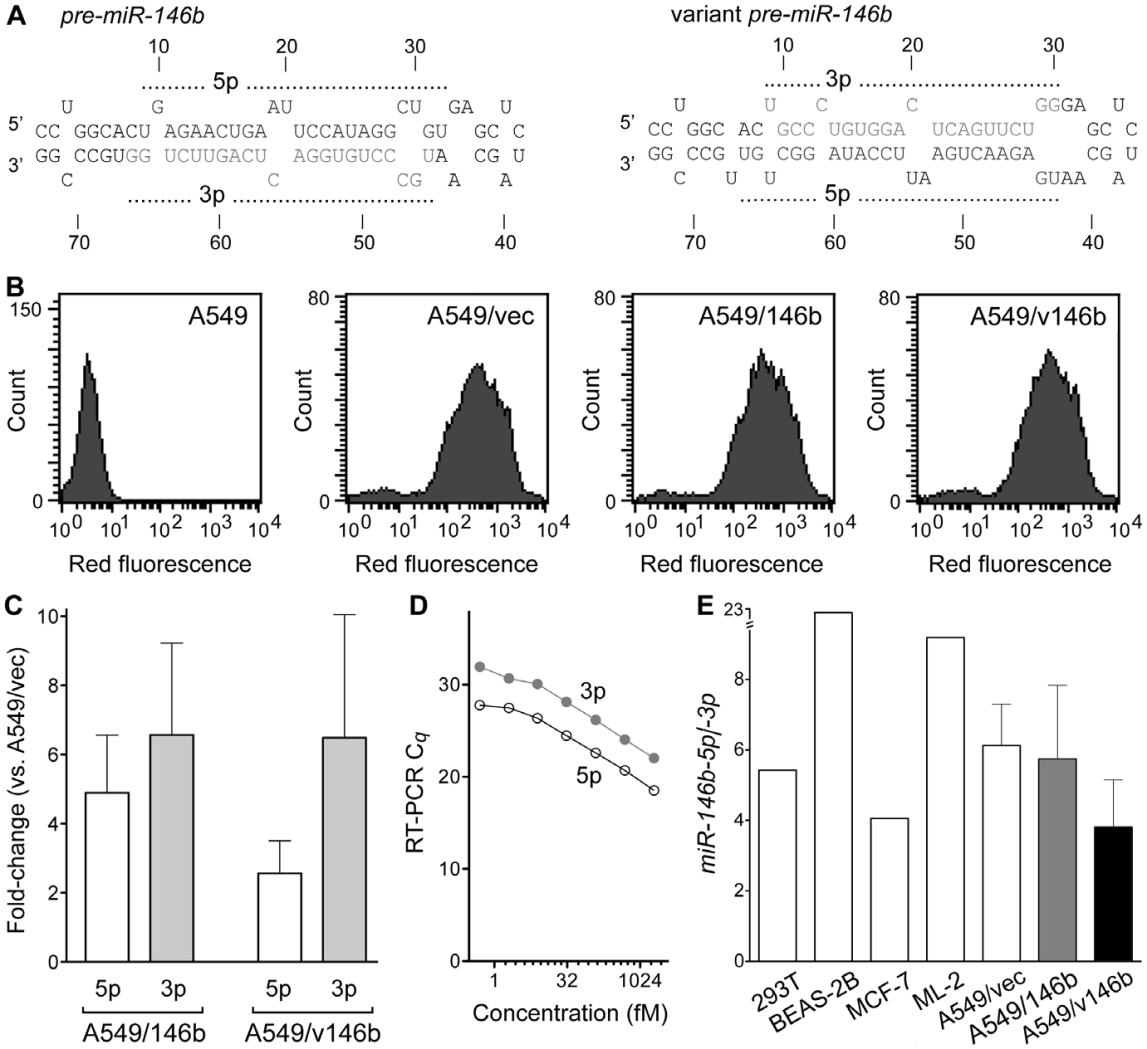
Generation of A549-derived cell-lines. *A*. Most stable mfold-predicted secondary structures of human *pre-miR-146b* and a variant pre-microRNA examined in this study. The 5′ and 3′ ends, nucleotide positions, and segments corresponding to mature *miR-146b-5p* and *-3p* sequences (*5p* and *3p*) are indicated. *B*. Histograms for red fluorescence quantified by flow cytometry of A549 and A549-derived cell-lines stably transduced with lentiviruses bearing constructs engineered for expression of human *pre-miR-146b* (*A549/146b*), or its variant shown in *A* (*A549/v146b*), or neither (*A549/vec*). *C*. Comparison of *miR-146b-5p* and *-3p* levels (*5p* and *3p*), normalized to that of the *RNU6B* small nucleolar RNA, in the A549-derived cell-lines as assessed using reverse transcription followed by PCR (RT-PCR). Means and their standard errors for measurements from three different experiments are shown. *D*. Standard curves showing the relationship between quantification cycle (*C_q_*) value and concentration of RNA in *miR-146b-5p* and *-3p* (*5p* and *3p*) RT-PCR assays of synthetic *miR-146b-5p* and *-3p* RNA, respectively. A log_2_ scale is used for the X axis. *E*. Semi-quantification of the relative amounts of *miR-146b-5p* and *-3p* in RNA of 293T, BEAS-2B, MCF-7, and ML-2 (means, single experiments), and the three A549-derived cell-lines, (means and their standard errors for measurements from three different experiments) are shown.

Strong and stable expression of the pre-microRNA-bearing TurboRFP gene in >90% of cells of each cell-line was confirmed by fluorescence flow cytometry (figure 1B and data not shown). Multiple cellular RNA preparations were assayed for *miR-146b-5p* and *-3p* mature microRNAs by RT-PCR. Overexpression of the *miR-146b* microRNAs was observed in both A549/146b and A549/v146b cell-lines (figure 1C). Compared to A549/vec, *miR-146b-5p* and *-3p* expression, normalized to that of the 45 base-long, housekeeping small nucleolar RNA gene *RNU6B*, were respectively an average of 4.9- and 6.6-fold higher in A549/146b cells. In A549/v146b, they were respectively an average of 2.6- and 6.5-fold higher, suggesting the variant pre-microRNA expressed by it was processed into mature *miR-146b-5p* and *-3p* microRNAs. To more accurately quantify the effect of the variation on the ratio of amounts of *miR-146b-5p* and *-3p* in the cells, synthetic *miR-146b-5p* and *-3p* RNAs were used to generate standard curves to examine the relationship between RT-PCR measurements (C*_q_* values) and RNA amounts. Though assays for both microRNAs had similar RT-PCR kinetics, with each log_2_ unit change in RNA input producing approximately a unit change in the C*_q_* value over a dilution range of 12 log_2_ units, the sensitivity of the *miR-146b-5p* assay was higher by approximately 3.6 C*_q_* units (figure 1D). Therefore, *miR-146b-3p* C*_q_* values were adjusted by subtracting 3.6 in order to compare the amounts of *miR-146b-5p* and *-3p* RNAs. In all the three A549-derived cell-lines, *miR-146b-5p* microRNA was present at an amount that was about 4-6-fold higher than that of the *-3p* microRNA (figure 1E). The variation in the pre-microRNA sequence was found to have no significant effect on the ratio of amounts of *miR-146b-5p* and *-3p* in the A549/v146b cells compared to the A549/146b cells. Examination of RNA from the human 293T embryonic kidney, BEAS-2B normal bronchial, MCF-7 breast cancer, and ML-2 acute myeloid leukemia cells, indicated that in these cell-lines too, *miR-146b-5p* is present at a 4–22-fold higher molar excess than *-3*p (figure 1E). Thus, the mature microRNA generated from the 5p strand of *pre-miR-146b* appears to be much more prevalent than the one from the 3p strand, as suggested by other studies [8], [9]. Expression of miR-146b-5p in 293T, BEAS-2B, MCF-7 and ML-2 cells was 23.8-, 0.7-, 0.6- and 2.8-fold of that in A549/vec.

### Overexpression of *miR-146b* microRNAs has only a minor effect on the A549 cell phenotype

The A549-derived cell-lines were examined to identify an effect of *miR-146b* overexpression on the A549 cells. Cell viability measurements over time suggested that, compared to A549-vec, both A549/146b and A549/v146b proliferated similarly in cell-culture (figure 2A). Increased *miR-146b* levels did not seem to affect the sensitivity of the cells to either cisplatin or doxorubicin at drug concentrations varying from 0.5 to 2 µg/ml, even though the drugs were clearly cytotoxic to the cells at the highest concentration (figure 2B). Both are anti-cancer drugs that are used for treating NSCLC. However, with the overexpression of the microRNA, both A549/146b and A549/v146b cells formed only 80% and 65%, respectively, of as many colonies as A549/vec did from individual cells in adherent cell culture on the plastic surface of tissue culture plates (t test P values of 0.04 and <0.01, respectively). As expected from the result of the proliferation assay showed in figure 2A, the colonies formed by A549/146b and A549/v146b were not significantly different in size than the ones formed by A549/vec (t test P values of >0.05; figure 2C). Figure S1A shows a similar result obtained in a replicate experiment. Similarly, in non-adherent cell cultures in soft agar, the A549/146b and A549/v146b formed significantly less colonies than A549/vec (57% and 74%, with t test P values of 0.02 and <0.01, respectively), but the sizes colonies were of similar sizes (t test P values of >0.05; figure 2D). There was no significant difference between the colony formation abilities of A549/146b and A549/v146b. Figure S1B shows a similar result obtained in a replicate experiment.

**Figure 2:**
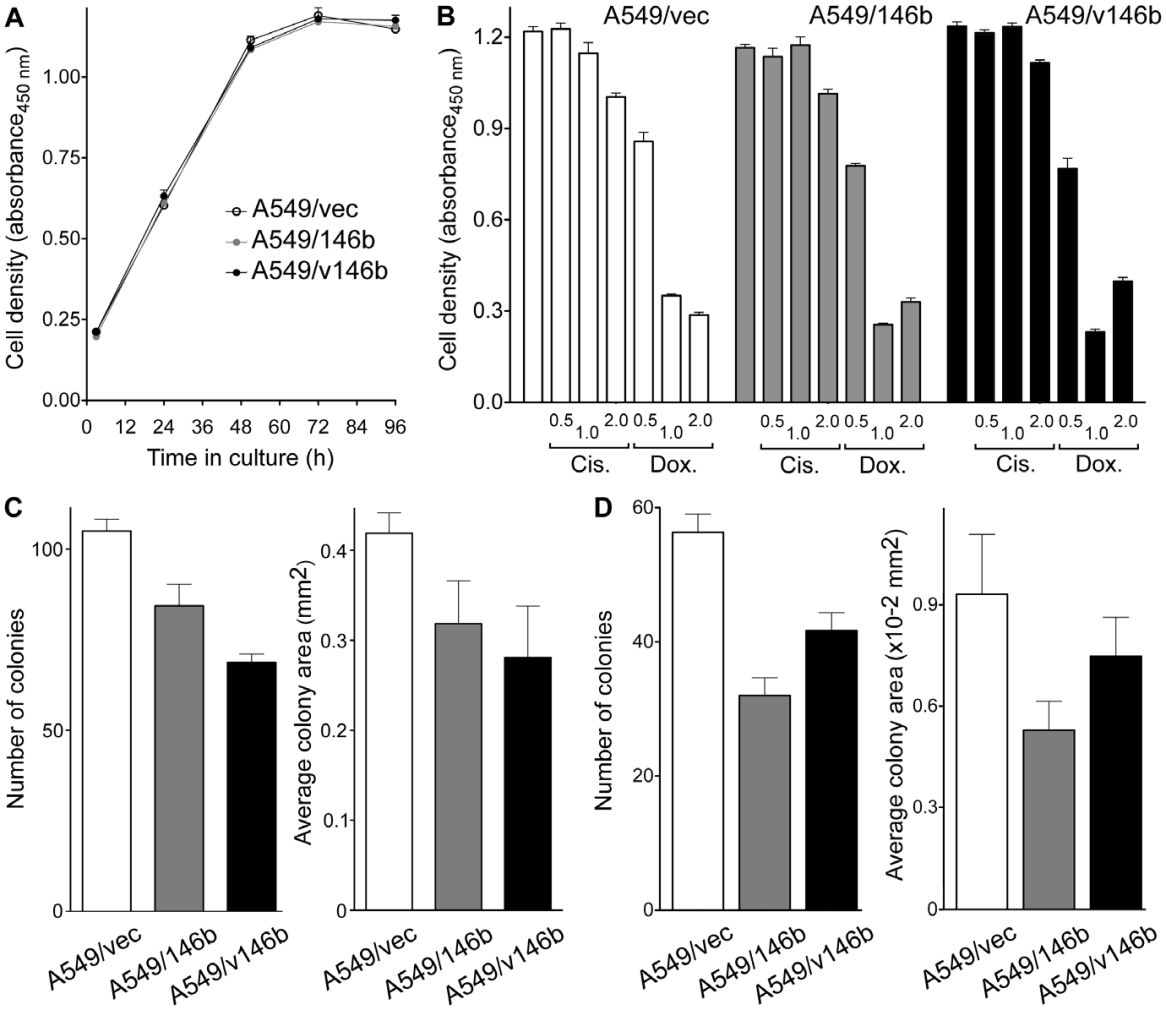
Proliferation of the A549-derived cell-lines. *A*. Cell density was indirectly assessed by a colorimetric assay for cell viability. Absorbance values at 450 nm with increasing hours of cell culture are shown. *B*. Effect on cell density following treatment with 0.5, 1.0 or 2.0 ug/ml cisplatin (*Cis.*) or doxorubicin (*Dox.*) for 2 days. Absorbance values at 450 nm obtained with a colorimetric cell viability assay are shown. *C*, *D*. Number and average areas of colonies seen in adherent (*C*) or non-adherent (*D*) culture on tissue culture plates or in soft agar, respectively. Two hundred (*C*) or 150 (*D*) cells were seeded per culture and colonies were quantified after two (*C*) or six (*D*) weeks. Means and their standard errors for triplicates (*A*, *C*, *D*) or quintuplicates (*B*), from one of three experiments with similar results for *A*, *C* and *D*, are shown.

Migration of the cells was assessed in two different types of assays: an in vitro wound healing assay to test the ability of a cell monolayer to close a gap created by a scratch, and a transwell assay to test the movement of serum-starved cells towards serum-rich medium. In neither assay was the ability of A549/146b or A549/v146b cells significantly different from that of A549/vec, or each other, indicating a lack of an effect of *miR-146b* overexpression on migration of A549 cells (t test P values of >0.05; figure 3A and 3B). Figures S1C and S1D show similar results obtained in replicate experiments. Similar observations were obtained from invasion assays which examined the capability of serum-starved cells to move to serum-rich medium by invading through a layer of extracellular matrix made of either rat collagen I or murine basement membrane extract (figure 3C). Figure S1E and S1F show similar results obtained in replicate experiments. The ability of the cells to migrate and invade was also appraised in one experiment, in an in vivo setting in which the cells were intravenously injected in immunodeficient female mice (five animals for each cell-line), and tumor formation by the cells in the lungs of the mice was examined after 12 weeks. Though none of the mice had exhibited any symptom suggestive of pulmonary tumor formation, such as labored breathing, the period of 12 weeks was chosen based on other studies that used a method similar to the one used here and reported presence of gross pulmonary tumors after injection of A549 cells [24]. Multiple tumors of >1 mm diameter were visible to the naked eye on the outer surface of the lungs in 11 of the 15 mice. Red fluorescence of the tumors indicated that they were derived from the injected cells. However, a significant difference between the lung tumor formation abilities of three lines could not be discerned by such visual examination, or by weighing the lungs (t test P values of >0.05; figure 4A). No tumors on the surface of other thoracic or abdominal organs, or in the linings of the thoracic or abdominal cavities were visible to the naked eye in any of the mice.

**Figure 3 pone-0022379-g003:**
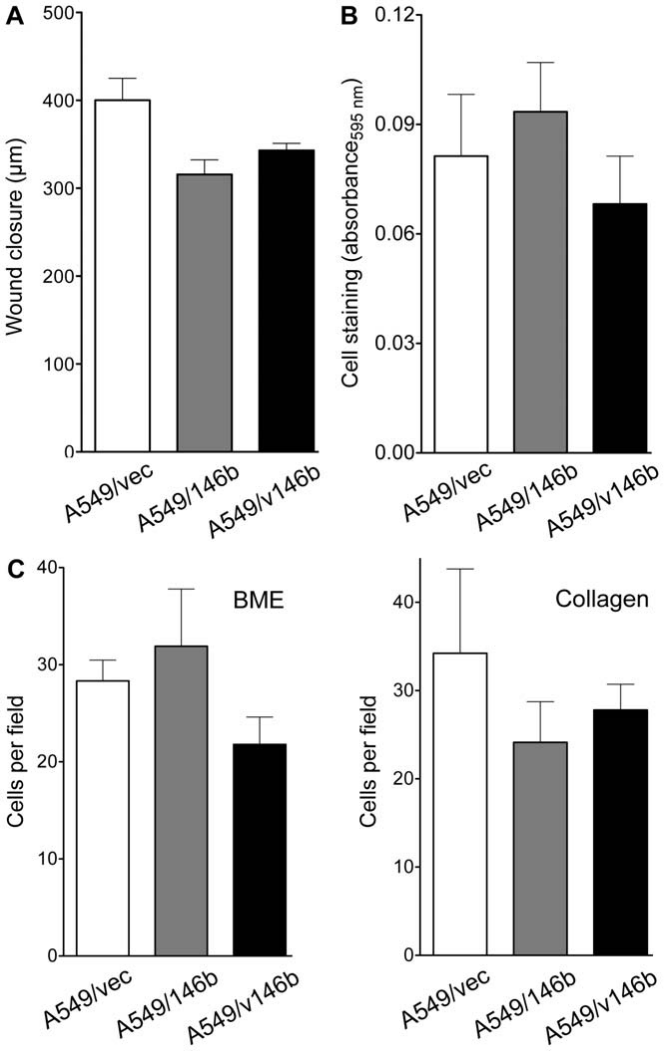
Migration and invasion assays of the A549-derived cell-lines. *A*. Migration of cells in an in vitro wound-healing assay is depicted as a reduction in the width of a scratch across a monolayer of cells after a day of culture. *B*. Migration of serum-starved cells towards 15% serum-containing medium through an 8 µm pore-sized polycarbonate membrane after 8 hours of culture. Migrated cells were fixed and stained with crystal violet, and indirectly quantified by measuring absorbance of extracts of cell stains at 595 nm. *C*. Like *B*, but with membranes coated with a murine basement membrane extract (*BME*) or rat collagen I, and culture for 16 hours. Migrated cells were imaged by red fluorescence microscopy at 5x magnification. Means and their standard errors for triplicates from one of three experiments with similar results are shown.

**Figure 4:**
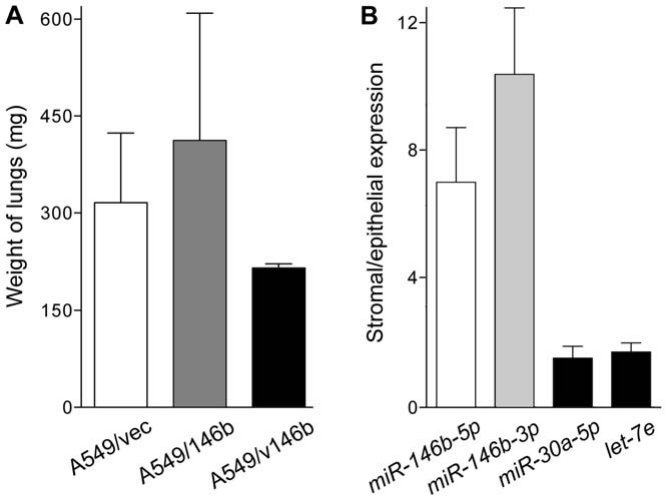
Lung colony formation by the A549-derived cell-lines, and *miR-146b* expressions in tumor stroma and epithelia. *A*. Generation of pulmonary tumors by intravenous injection of the A549-derived cell-lines. A million cells per animal were injected in the tail veins of young female immunodeficient mice. After 12 weeks, animals were dissected and both of their lungs weighed. Five mice were used for each cell-line. *B*. Relative expression of *let-7e*, *miR-30a-5p*, and *miR-146b-5p* and *-3p* microRNAs in stromal and cancerous epithelial components of stage I non-small cell lung cancer as assessed using reverse transcription followed by PCR. Stroma and epithelia were microdissected using tumor sections from 12 cases of the disease. Levels are normalized to that of the *RNU6B* small nucleolar RNA. Means and their standard errors are shown. MicroRNA *miR-146b-3p* was detectable in both compartments of only 11 tumors. Only four tumors were used for *let-7e* quantification.

### *miR-146b* overexpression altered the expression of only a few genes in A549/146b cells

A549/vec and A549/146b cells of similar age in culture were concurrently grown to semi-confluence on two different occasions for isolating total RNA. A high-density bead-array platform (Illumina® BeadChips™) was used to quantify about 25,000 mRNA transcripts in the RNA preparations to obtain two pairs of gene expression profiles. 

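A549/vec and A549/146b are puromycin-selected populations of A549 lung adenocarcinoma cells that carry the empty lentiviral vector or the vector with pre-miR-146b. They were compared on 4 arrays of 24526 probes each, 1 array for each cell-line on each of 2 occasions. The authors summarized the beads of each probe as a signal and a detection p-value in GenomeStudio. They then processed the signals by background correction, variance-stabilizing transformation and robust spline normalization in lumi. The deposited normalized signals are on a linear scale, with medians of 82.6 to 82.8, so log2 was taken before any test. Within each array they keep the rank order of the signals before normalization (rank correlation of 1 on all 4 arrays). Before normalization, the mean signal per array was 394 to 480.1, and the median signal of the probes with a detection p over 0.5 was 44 to 46.1. The 10559 probes with a detection p under 0.01 on at least 1 array were tested with limma, with the occasion as a block and Benjamini-Hochberg adjustment over these probes. A transcript was called higher or lower at an adjusted p under 0.05, and values per cell-line are the mean normalized signal with its SD over the 2 occasions. With 2 arrays per cell-line, their number limits the precision of every value. The standard errors and p-values from limma rest almost wholly on a spread shared by all tested probes (1025 prior degrees of freedom, against 1 residual). They do not measure a transcript's own spread over the occasions.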

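Transcripts typical of alveolar type II cells, the cell type A549 is compared with, were mostly not expressed in the A549-derived cells. Neither were most of those typical of fibroblasts, leukocytes and endothelial cells. Of 15 markers of alveolar type II cells, 3 had an expressed probe (ETV5, LPCAT1 and ABCA3), as had 3 of 14 fibroblast markers, 2 of 16 leukocyte markers and none of 10 endothelial markers. None of these 8 transcripts differed between A549/146b and A549/vec at an adjusted p under 0.05 from limma, none did when adjusted over the list alone, and none had an unadjusted p under 0.05. Of the earlier reported miR-146b targets, EGFR was detected on all 4 arrays and MMP16 on none. Over the whole array, 10559 of the 24526 probes (43.1%) had a detection p under 0.01 on at least 1 array, and 9336 (38.1%) on all 4. The share per array ran from 39.2% to 42.1%.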

Forty-three% and 38% of the transcripts were considered as expressed, respectively, in at least one or all four profiles. Pearson correlation coefficients for all expression values for the two biological duplicates for each cell-line were >0.99. 

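Most transcripts differed little between the duplicate cultures of a cell-line, and a few differed by more. ANXA10, which encodes an annexin, had a normalized signal of 152 ± 1.43 (SD, n = 2) in A549/vec and 270.1 ± 0.898 (SD, n = 2) in A549/146b. The immediate early genes FOSB and FOS differed between the A549/vec cultures, with 347 ± 179.5 and 589 ± 245 (SD, n = 2). YWHAE, which encodes the epsilon isoform of the adapter protein 14-3-3, had 651 and 252 in A549/vec replicates 1 and 2 and 166 and 290.5 in A549/146b replicates 1 and 2. Across all 24526 probes, Pearson's r of the log2 normalized signals was 0.995 between the A549/vec duplicates and 0.997 between the A549/146b duplicates, where probes are not independent replicates. Across the 10559 expressed probes it was 0.991 and 0.994. The profile of A549/vec replicate 1 stood apart from the other 3, with an r of 0.993 to 0.995 with them across all probes, against 0.996 to 0.997 among the others. The 2 cell-lines differed by over 1.5-fold at 4.31% of the expressed probes on occasion 1 and at 0.417% on occasion 2. The A549/vec duplicates differed that much at 1.14% and the A549/146b duplicates at 0.379%.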

Paired comparison of the expression values using moderated t statistics and Benjamini-Hochberg correction for false discovery showed that only 33 transcripts, about 0.3% of expressed mRNA transcripts, were differentially expressed in A549/146b, with 16 down-regulated 30%–50% and 17 up-regulated 50%–140% (table S1). 

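In A549/146b cells, 46 transcripts were higher and 52 were lower than in A549/vec cells. VAMP8, a SNARE protein of endosomal fusion, rose most, from a normalized signal of 290.2 ± 30.7 (SD, n = 2) to 683 ± 71.1 (SD, n = 2), a log2 fold change of 1.23 (standard error 0.14, adjusted p = 2.5e-13 from limma). MEG3, an imprinted long non-coding RNA, fell most, from 573 ± 159 to 264 ± 93.5 (SD, n = 2), a log2 fold change of -1.13 (standard error 0.14, adjusted p = 3.0e-11 from limma). A second MEG3 probe was detected on both A549/vec arrays and on neither A549/146b array, and was at least 1.13-fold lower against the lowest detected signal of each array. UGT1A7, a glucuronosyltransferase, and BCHE, butyrylcholinesterase, were detected in both A549/146b cultures and in neither A549/vec culture, and were at least 1.64-fold and 1.25-fold higher. AMH, anti-Müllerian hormone, was detected in A549/vec alone and was at least 1.39-fold lower in A549/146b. The increases of the called transcripts ran from 41.9% to 135% and the decreases from 29.5% to 54.5%, by the fitted values, with 17 of at least 1.5-fold in each direction. The 98 called transcripts are 0.928% of the 10559 tested, and 10 of their probes have no gene name in the array's annotation. Of these 10, 3 were among the 10 largest decreases, with log2 fold changes of -0.94, -0.74 and -0.74. Of the 98, 97 moved the same way on both occasions, against 58.4% of all tested probes. The exception was YWHAE, with a log2 difference of -1.98 on occasion 1 and 0.21 on occasion 2. Every called transcript had a mean log2 difference of at least 0.50 in size, so that this agreement follows largely from the selection. The difference was larger on occasion 1, that of A549/vec replicate 1, for 78 of the 98. Without the occasion as a block, limma called 12 transcripts, all of them among the 98, and without the block and 1 array it called 49 without A549/vec replicate 1 (32 of them among the 98), 868 without A549/vec replicate 2 (91), 12 without A549/146b replicate 1 (9) and 21 without A549/146b replicate 2 (20). Over the probes detected on all 4 arrays it called 33, and over all probes of the array none, where 1984 had an unadjusted p under 0.05. From the small share of transcripts that changed, the paper proposes a match with the similar behaviour of both cell-lines in almost all of its phenotype assays.

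**Figure D1:**
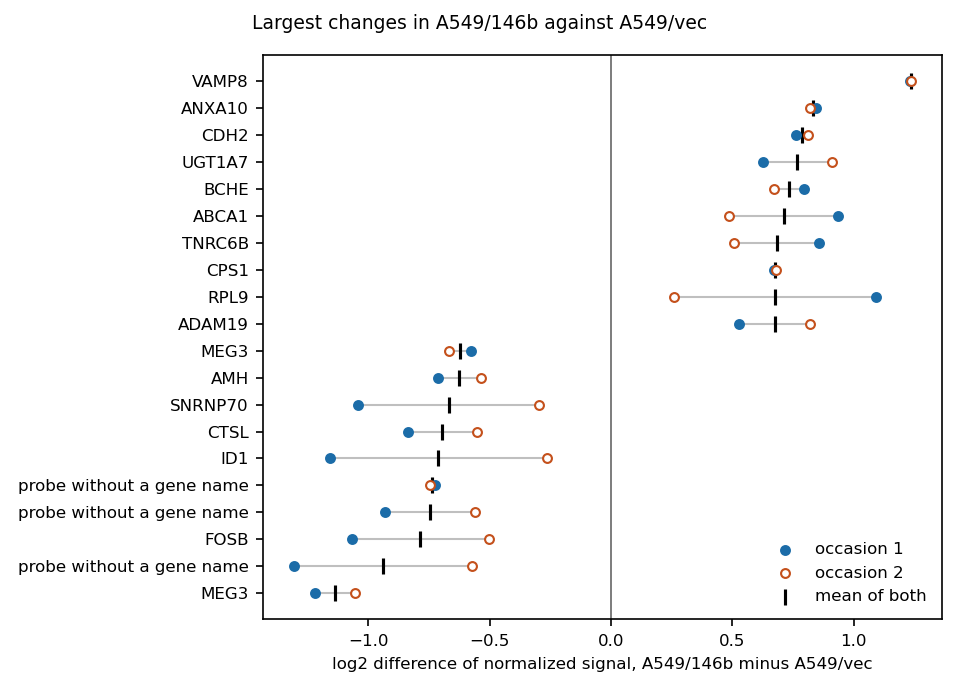
Log2 difference of the normalized signal between A549/146b and A549/vec for the 10 probes with the largest change in each direction among those that moved the same way on both occasions. Filled points show occasion 1, open points occasion 2 and bars the mean of both. VAMP8 lies at 1.23 on occasion 1 and 1.24 on occasion 2, and RPL9 at 1.09 and 0.26. UGT1A7, BCHE, AMH and the upper MEG3 point pair were not detected in 1 of the cell-lines, so that their points measure no fold.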

The March 2011 release of the comprehensive miRWalk database of validated and predicted microRNA targets [25] was searched to find out if any of the differentially expressed transcripts was a predicted target of *miR-146b-5p* or *-3p* (table S1). Nine (56%) of the 14 down-regulated known mRNAs were predicted to be a target of at least one of the two microRNAs as per at least one of the following nine microRNA target prediction algorithms: Diana-microT, miRanda, miRDB, miRWalk, PICTAR5, PITA, RNA22, RNAhybrid and TargetScan [25]. It should be noted that 12 (71%) of the 17 up-regulated mRNAs were also predicted to be a *miR-146b* target.

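Of the 14 named genes that Table S1 lists as lower, 13 were called lower in A549/146b, and several of them are immediate early genes, which respond within minutes to growth factors and handling. FOSB, a subunit of the AP-1 transcription factor, had a log2 difference of -1.07 on occasion 1 and -0.50 on occasion 2. Its log2 fold change was -0.78 (standard error 0.14, shared across probes, adjusted p = 8.5e-05 from limma). FOS had -0.59 and ZFP36, which promotes decay of AU-rich mRNAs, -0.58, and outside Table S1 EGR1 and KLF6 had -0.51 and -0.50. These 5 of 25 expressed immediate early genes fell and 20 did not pass the test (6 lower when adjusted over the list alone). As a group they had a mean log2 difference from the other genes, or shift, of -0.17 (adjusted p = 3.0e-04 from limma's camera, adjusted p = 0.772 with an estimated correlation). Camera with an estimated correlation rests on the 1 degree of freedom left by the fit, so that hardly any list could pass it. The mean log2 difference of the immediate early genes was -0.23 on occasion 1 and -0.09 on occasion 2. Without A549/vec replicate 1, and without the block, the shift was -0.09 (adjusted p = 0.0483 from camera), with -0.23 for FOSB and -0.16 for FOS, neither of them called. Without A549/vec replicate 2 it was -0.26, with -1.34 for FOSB and -1.03 for FOS. ZFP36 and EGR1 had -0.36 and -0.30 without A549/vec replicate 1 and were not called there. Nuclear-retained RNAs and transcripts with detained introns were lower too, with 28 of 31 expressed members below 0 and a shift of -0.20 (adjusted p = 4.2e-06 from camera, adjusted p = 0.772 with an estimated correlation). MEG3, AP1G2, an adaptin, and CDK5RAP3 fell in this group, AP1G2 by 0.58 and CDK5RAP3 by 0.57, 28 members did not pass the test with the probe used for the list, and 4 were lower when adjusted over the list alone. Both lists were written with Table S1 at hand, so that its genes are no independent evidence of the direction. Without the genes of Table S1 the shift was -0.11 for the immediate early genes (adjusted p = 0.112 from camera) and -0.13 for the nuclear-retained group (adjusted p = 0.019). Other lower transcripts were CTSL, the lysosomal protease cathepsin L (-0.70), ID1, an inhibitor of differentiation induced by BMP (-0.71), RGS11 (-0.61), ZDHHC11 (-0.61) and CLDN15, a tight-junction claudin (-0.57). Other probes of the same genes gave -0.22 and -0.11 for CTSL, -0.22 for ID1 and, for the splicing protein SNRNP70, -0.07 beside the -0.67 of its called probe. In fits without the block, the called probe of ID1 had -0.31 without A549/146b replicate 1 and -1.11 without A549/146b replicate 2, and that of SNRNP70 had -0.40 without A549/vec replicate 1 and -0.94 without A549/vec replicate 2. By the annotation of Table S1, 8 of the 13 genes called lower are predicted targets of a miR-146b microRNA, among them FOS, FOSB, ZFP36, ID1 and RGS11.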

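Of the 16 named genes that Table S1 lists as higher, 15 were called higher in A549/146b. CPS1, the carbamoyl phosphate synthetase of the urea cycle, rose from 309 ± 41.2 to 494 ± 63.6 (SD, n = 2), with log2 differences of 0.67 and 0.68 on the 2 occasions. TNRC6B, a partner of the Argonaute proteins in microRNA silencing, rose by 0.68 on the log2 scale (standard error 0.14, adjusted p = 0.0015 from limma). It was the 1 of 17 expressed genes of the microRNA pathway that passed the test, and also the 1 that did when adjusted over the list alone (shift 0.07, adjusted p = 0.312 from limma's camera). That list was written with Table S1 at hand, and without TNRC6B its shift was 0.03 (adjusted p = 0.638 from camera). RPL9 and RPS28, proteins of the ribosome, rose by 0.68 and 0.59, while the other 67 of 69 expressed cytoplasmic ribosomal protein genes did not pass the test (2 higher when adjusted over the list alone). The shift of the 69 was 0.07 (adjusted p = 0.0735 from camera at its preset correlation, adjusted p = 0.772 with an estimated correlation). With a gene-length trend removed, a setting chosen after seeing the data, it was 0.11 (adjusted p = 7.5e-04 from camera at its preset correlation). These genes are short (median 5.06 kb, against 28.5 kb for all tested genes), so removing a trend in which shorter genes lay lower raises their shift. Their mean log2 difference was 0.13 on occasion 1 and 0.02 on occasion 2. Without the genes of Table S1 the shift was 0.05 (adjusted p = 0.290 from camera). A second RPL9 probe had a log2 fold change of 0.07, and the RPL9 probe that passed had 1.09 on occasion 1 and 0.26 on occasion 2. PRICKLE2 and TMTC3 rose by 0.61 and 0.60, and PPP1CB, a catalytic subunit of protein phosphatase 1, by 0.57. By the annotation of Table S1, 11 of the 15 genes called higher are predicted targets of a miR-146b microRNA, among them CDH2, ABCA1, CPS1 and TNRC6B. Over all 30 named genes of Table S1, 8 of 14 lower genes (57.1%) and 11 of 16 higher genes (68.8%) carry a prediction, a difference that did not pass Fisher's exact test (two-sided p = 0.707). The median size of the log2 fold change was 0.61 for the 19 called genes with a prediction and 0.67 for the 9 without (permutation test, two-sided, p = 0.851). All of these genes were selected by their change in the same data, and both directions were pooled. That test thus cannot tell whether predicted targets responded.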

### Expression of *miR-146b* microRNAs is higher in stroma than in epithelia in stage I NSCLC

In the studies in which the *miR-146b* microRNAs in early stage NSCLC were quantified [3], [4], the analyzed RNA was obtained from whole tumor. Besides cancerous epithelial cells, tumors have stromal cells which are not cancerous but which do express microRNAs, and which have an influence on the biological behavior of the cancerous cells of the tumors. To characterize the expression of *miR-146b* in the stromal and epithelial components of NSCLC, a section each from 12 stage I tumors was used for microdissecting and separating the components with LCM. Figure S2 illustrates the microdissection of tumor epithelia and stroma for two of the 12 tumors. Eight of the tumors were squamous cell carcinomas, three were adenocarcinomas, and one was bronchioloalveolar carcinoma. MicroRNA expression values in the two components were compared after normalization to that of *RNU6B* (figure 4B). In all 12 tumors, expression of *miR-146b-5p* was significantly higher in the stromum than in the epithelium (average and range of 7.0- and 1.8-24.1-fold; t test P<0.01). In the 11 tumors in which *miR-146b-3p* was detected in both compartments, expression of *miR-146b-3p* too was higher in the stromum than in the epithelium (average and range of 10.4- and 0.4–25.1-fold, respectively; t test P<0.01). Such relatively high stromal/epithelial expression ratios were not observed for *miR-30a-5p* (average and range of 1.5- and 0.1–4.8-fold, respectively; t test P = 0.95) and *let-7e* (average and range of 1.7- and 1.0–2.2-fold, respectively; t test P = 0.18), two other microRNAs known to be expressed in NSCLC [3].

### Prognostic value of *miR-146b* expression in stage I NSCLC

We analyzed microarray-based quantifications of *miR-146b-5p* and *-3p* in a microRNA expression dataset previously obtained by us for RNA from formalin-fixed, paraffin-embedded tumor tissue from 77 cases of stage IA NSCLC. Thirty-seven (48%) of the cases had a recurrence of the disease following resective surgery while the remaining 40 did not during the minimum of 32 months for which they were followed. MicroRNA expression profiles of their NSCLC tissues were obtained to test the association of recurrence with microRNA alterations, and to generate microRNA classifiers capable of predicting recurrence [3]. MicroRNA *miR-146b-5p* was identified as a component of the multi-variable predictive classifiers in that study. We now specifically compared the expression of *miR-146b-5p* and -*3p* microRNAs, and their ratio, in patients with recurrence to those without. Using the median values of the three variables as cut-off, we also performed survival analyses. As shown in figure 5A, the expression level of *miR-146b-5p* was significantly higher (average 1.53-fold; t test P<0.01) among the cases with recurrence than in those without. However, the expression level of *miR-146b-3p* was significantly lower (average 0.84-fold; t test P<0.01). The ratio of *miR-146b-5p* and *-3p* expression levels was also significantly different between the two case-groups, it being an average of 1.67-fold higher in cases with recurrence (t test P <0.01). Kaplan-Meier survival analyses using group medians for cut-off showed that all three parameters had prognostic value for predicting recurrence of the disease following surgery. High *miR-146b-5p* expression, low *miR-146b-3p* expression, and high *miR-146b-5p*/*-3p* ratio were associated with hazard ratios of 2.23 (95% confidence interval [CI]  = 1.14–4.34), 3.91 (95% CI = 1.99–7.68), and 2.95 (95% CI = 1.50–5.82), with Mantel-Cox log-rank test P values of 0.02, <0.01, and <0.01, respectively (figure 5B). Thus, the two *miR-146b* microRNAs were found to have opposite prognostic values.

**Figure 5:**
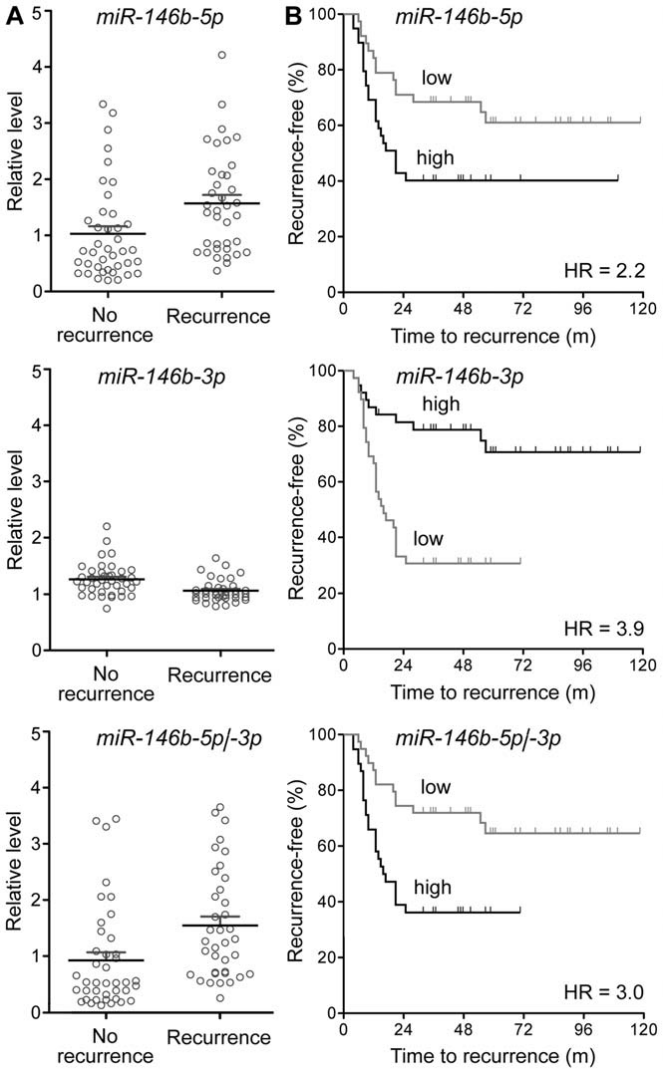
Expression of *miR-146b-5p* and *-3p* in a set of 77 cases of stage I non-small cell lung cancer. *A*. Scatter-plots of microarray signal intensities, relative to that for a reference RNA, for *miR-146b-5p* or *-3p*, or their ratio, for RNA from resected tumor tissue from 37 cases with recurrence of the disease, and for 40 cases without recurrence during the ≥32 months of follow-up following surgery [3]. Means and their standard errors are shown. *B*. Kaplan-Meier plots depicting post-resection recurrence-free survival among the case-groups with values of *miR-146b-5p* or *-3p*, or their ratio, lower (*low*, grey line) or higher (*high*) than the group median. Hazard ratios (*HR*) and time in months to recurrence following surgery are shown. Tick-marks along the lines indicate right-censored data-points.

## Discussion

The expression of *miR-146b* microRNAs in NSCLC has been associated with prognosis of the disease [3], [4]. We attempted to explore the biological bases of this association by studying the functional consequences of *miR-146b* overexpression on the malignant nature of the A549 lung adenocarcinoma cell-line. Because tumors in NSCLC with a poor prognosis have higher *miR-146b-5p* expression [3], [4], A549 cells overexpressing *miR-146b* microRNAs were expected to have a more malignant behavior. However, an opposite, though minimal, effect of *miR-146b* overexpression on A549 cells was observed. Though the two different A549 overexpressor cell-lines used in this study, A549/146b and A549/v146b, had similar cellular proliferation, chemosensitivity to cisplatin or doxorubicin, and migration and invasiveness both in vivo and in vitro as the A549/vec control cells (figures 2A-[Fig pone-0022379-g003] 4A), they formed about a quarter less colonies in adherent as well as non-adherent cell culture (figures 2C and 2D). Such inhibitory effect of *miR-146b* microRNAs on a cell's malignant phenotype has been demonstrated for breast cancer and glioblastoma cells in studies that found dramatic effects of *miR-146b* overexpression or inhibition on cell migration and invasiveness [18], [19], [20], [21]. The absence of an effect on cell migration and invasiveness in this study (figures 3A-4A) could be because of differences between the cell-lines used in the studies. Among lung cancer cell-lines, A549 cells are considered as highly invasive [26], and it is possible that an effect of *miR-146b* overexpression on cell migration and invasiveness could not be observed because of this. The effects on cell migration and invasiveness seen in the other studies could also be because of the higher degree of *miR-146b-5p* overexpression that was achieved in the other studies. The ∼2.6-6.6-fold overexpression of the *miR-146b* microRNAs in this study is, however, similar to or higher than the general degree of overexpression seen when comparing microRNA profiles of NSCLC tumors with different prognoses [3], [4] (figure 5A).

Examination of gene expression profiles of the A549/vec and A549/146b cells showed that only about 0.3% of the cells' transcriptome was affected by the overexpression of the *miR-146b* microRNAs (table S1). This small fraction appears to be consistent with the observation that A549/vec and A549/146b cells behaved similarly in almost all the assays for cell phenotype that were conducted in this study. 

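In the gene groups of the cell cycle, p53 and drug response, 1 transcript was called in A549/146b against A549/vec. Over all tested probes 0.928% were called, so that groups of this size would hold few calls in any case. The smallest called changes were an increase of 41.9% and a decrease of 29.5%. The lack of calls thus cannot tell whether these groups changed by less. None of the 34 expressed cell cycle genes was called, over all probes or when adjusted over the list alone (3 of them had an unadjusted p under 0.05 from limma), with log2 fold changes of -0.33 for the mitotic kinase AURKB and 0.29 for the spindle motor KIF11. The 14 expressed p53 targets had no call either, over all probes or when adjusted over the list alone, with 1 unadjusted p under 0.05 from limma and 0.35 for the cell cycle inhibitor CDKN1A. Of 25 expressed genes of drug efflux, drug detoxification and the NRF2 response, HMOX1, heme oxygenase, fell and 24 did not pass the test (2 lower when adjusted over the list alone). HMOX1 had a normalized signal of 1541 ± 195 in A549/vec and 1056 ± 89.7 in A549/146b (SD, n = 2), a log2 fold change of -0.54 (standard error 0.14, adjusted p = 0.027 from limma). SRXN1, another NRF2 target, had -0.42 (adjusted p = 0.146). The shift against all other genes was -0.02 for the cell cycle (adjusted p = 0.778 from limma's camera), -0.01 for the p53 targets (adjusted p = 0.842) and -0.04 for the drug group (adjusted p = 0.445). The median of the p53 targets was 0.01, on the other side of 0 from their shift. Of 24 lists tested, 4 were shifted, those of the nuclear-retained RNAs, the immediate early genes, cholesterol synthesis and the mesenchymal markers. None was with an estimated correlation (adjusted p = 0.772 from camera for each of the 4), but that version rests on the 1 degree of freedom left by the fit. Hardly any list could pass it, so it cannot tell whether correlation between genes accounts for the shifts. The estimated correlations were -0.024 for the nuclear-retained RNAs and -0.029 for cholesterol synthesis, below the preset 0.01. They were 0.16 for the immediate early genes and 0.14 for the mesenchymal markers.

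**Figure D2:**
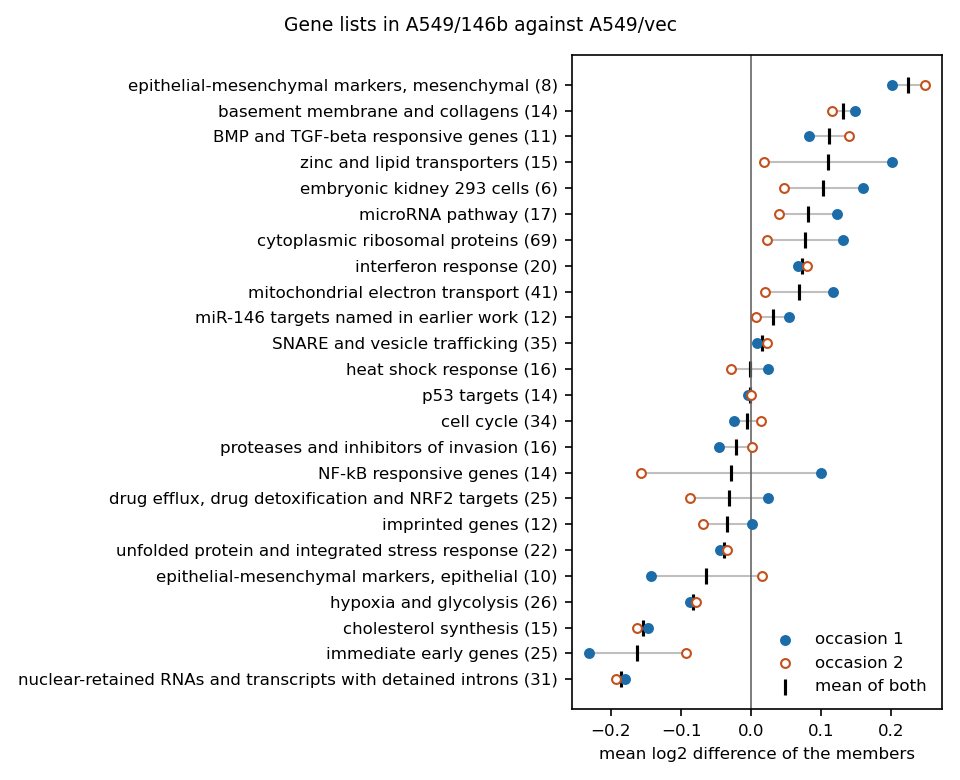
Mean log2 difference between A549/146b and A549/vec over the expressed members of the 24 gene lists tested, with the number of members in brackets. Filled points show occasion 1, open points occasion 2 and bars the mean of both. The nuclear-retained group lies at -0.18 and -0.19, the cell cycle at -0.03 and 0.01, and the NF-kB responsive genes at 0.10 and -0.16.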

We were unable to fathom a connection between the gene expression changes and the reduced ability of A549/146b cells to form colonies in vitro (figures 2C and 2D). More than half of the down-regulated transcripts were predicted to be *miR-146b* targets (table S1), which is consistent with the fact that microRNAs induce target mRNA degradation [27]. 

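Transcripts that the paper or general knowledge names as targets of the miR-146 family did not fall as a group. None of the 12 that were expressed was called in A549/146b, over all probes or when adjusted over the list alone, and none had an unadjusted p under 0.05 from limma. IRAK1, a kinase of Toll-like receptor signalling, had a log2 fold change of -0.21 (standard error 0.14, adjusted p = 0.585 from limma). Its partner TRAF6 had 0.15 (adjusted p = 0.734), EGFR 0.15 (adjusted p = 0.738), with -0.01 from its other probe, and the kinase ROCK1 0.23 (adjusted p = 0.529). The group's median was 0.05, with 4 of 12 members below 0, and its shift against the other genes was 0.02 (adjusted p = 0.824 from limma's camera).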

A majority of the up-regulated transcripts, too, were predicted to be *miR-146b* targets (table S1). It is possible that the increased levels of these transcripts are a distant effect of *miR-146*b overexpression or reflect different genomic changes in the A549/vec and A549/146b cells during generation of the engineered cell-lines. 

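CDH2, which encodes the mesenchymal adhesion protein N-cadherin, rose in A549/146b from a normalized signal of 1079 ± 102 to 1859 ± 132 (SD, n = 2), and its log2 difference was 0.76 on occasion 1 and 0.81 on occasion 2 (adjusted p = 8.5e-05 from limma). ADAM19, a membrane-anchored metalloproteinase, rose by 0.67 on the log2 scale (standard error 0.14, adjusted p = 0.0017 from limma). SPARC, a matrix protein, passed the test near the detection limit, with 1 of 4 arrays detected, and was at least 1.04-fold higher. CDH2 and SPARC were the 2 of 8 expressed mesenchymal markers that rose, and 6 did not pass the test (2 higher when adjusted over the list alone). The mesenchymal group had a shift of 0.21 (adjusted p = 0.0093 from limma's camera, adjusted p = 0.772 with an estimated correlation), which was 0.13 without CDH2, a gene of Table S1 (adjusted p = 0.254 from camera). Without A549/vec replicate 2 and the block the shift was 0.17 (adjusted p = 0.173), and over probes detected on all 4 arrays 0.18 (adjusted p = 0.0977). None of the 10 expressed epithelial markers was called by limma, where 1 had an unadjusted p under 0.05, with KRT19 at -0.50 (adjusted p = 0.0515) and CDH1, E-cadherin, at -0.27 (1 lower when adjusted over the list alone, shift -0.07, adjusted p = 0.396 from camera). Of 16 expressed proteases and inhibitors of invasion, ADAM19 rose and 15 did not pass the test with the probe used for the list, with the cathepsins CTSD and CTSB at -0.47 and -0.36 and CTSL at -0.11, where another CTSL probe was called lower at -0.70 (2 higher and 2 lower when adjusted over the list alone, shift -0.03, adjusted p = 0.642 from camera). Of 14 expressed genes of basement membrane and collagens, COL4A1, a chain of type IV collagen, and SPARC rose, and 12 did not pass the test (3 higher when adjusted over the list alone, shift 0.12, adjusted p = 0.0735 from camera). COL4A1 rose from 512 ± 50.3 to 761 ± 48.5 (SD, n = 2, adjusted p = 0.017 from limma). The lists of proteases and of basement membrane were also written with Table S1 at hand. Without its genes their shifts were -0.08 (adjusted p = 0.354 from camera) and 0.09 (adjusted p = 0.290 from camera).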

Many of the up-regulated transcripts are associated with cancer biology; e.g., *ADAM19* [28] and CDH2 [29]. It is interesting that the products of many of the up-regulated transcripts, like *ABCA1*, *GOLT1B* and *SLC30A7*, participate in cellular trafficking of molecules.

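ABCA1, the transporter that hands cellular cholesterol to apolipoproteins, rose in A549/146b from a normalized signal of 464 ± 31 to 763 ± 117 (SD, n = 2), a log2 fold change of 0.71 (standard error 0.14, adjusted p = 7.2e-04 from limma). SLC30A7, a zinc transporter of the Golgi, rose from 384 ± 56.4 to 584 ± 33 (adjusted p = 0.0080 from limma), and GOLT1B, a Golgi transport protein, from 198 ± 26.3 to 301 ± 6.78 (adjusted p = 0.0079 from limma). ABCA1 and SLC30A7 were the 2 of 15 expressed zinc and lipid transporters that rose, and 13 did not pass the test (2 higher when adjusted over the list alone), with 0.22 for the zinc exporter SLC30A1. The shift of this group was 0.10 (adjusted p = 0.156 from limma's camera), and its mean log2 difference was 0.20 on occasion 1 and 0.02 on occasion 2. Without the genes of Table S1 the shift was 0.01 (adjusted p = 0.807 from camera). Of 35 expressed genes of SNARE and vesicle trafficking, VAMP8 and GOLT1B rose, AP1G2 fell, and 32 did not pass the test (4 higher and 3 lower when adjusted over the list alone). Among those that did not pass, VAMP1 had a log2 fold change of -0.49 and SNAP25 of 0.46. The median of this group was -0.02 with 17 of 35 members above 0 (adjusted p = 0.895 from camera). Its shift without the genes of Table S1 was -0.03 (adjusted p = 0.526 from camera). The transporter and trafficking lists were written with Table S1 at hand, so that the calls of its genes are no independent evidence.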

The negative association of *miR-146b-5p* levels and malignant nature of cells seen in this and the other cell-line-based studies appears to contradict the observation of higher *miR-146b-5p* expression in tumors with poor prognosis [3], [4], [5]. In the cell-line studies, *miR-146b-5p* overexpression was achieved using expression vectors for *pre-miR-146b*, which is also the precursor for *miR-146b-3p*. Because of this, the level of *miR-146b-3p* too gets higher in the overexpressor cells (figure 1C), and this can affect the influence of *miR-146b-5p* overexpression on the cells. As depicted in figure 5, the prognostic values associated with *miR-146b-5p* and *-3p* microRNAs appear to be antagonistic, with higher *miR-146b-5p* levels but lower *miR-146b-3p* levels in stage I NSCLC tumors associated with disease recurrence following surgical resection. It is thus possible that two microRNAs have opposing effects on the malignant phenotype of cancerous cells, and the effects seen in the cell-line-based studies reflect the net effect of having higher levels of both of them. As per the MicroCosm database of predicted targets of microRNAs (http://www.ebi.ac.uk/enright-srv/microcosm) generated using themiRanda 3.0 algorithm [30], 941 and 943 human transcripts, respectively, are targeted by *miR-146b-5p* and *-3p*, with only 75 targeted by both. Finally, as has been seen in many studies [31], [32], [33], it is possible that the prognostic values of the two microRNAs actually resides within microRNA expression changes in the non-cancerous stroma of the NSCLC tumors. Both *miR-146b-5p* and *-3p* microRNAs appear to be expressed much more in the stroma than in the cancerous epithelia of NSCLC tumors (figure 4B). It should be noted that the *miR-146b* microRNAs are expressed well in cells of the hematopoietic system [34], [35], [36]. A549 is an adenocarcinoma cell-line whereas in the studies identifying the prognostic value of *miR-146b* microRNAs in NSCLC, the tumors were either only squamous cell carcinomas [4] or included squamous cell carcinomas and bronchioloalveolar carcinomas besides adenocarcinomas [3]. It might be that the absence of a major effect of *miR-146b* overexpression on A549 cells reflects the possibility that *miR-146b* expression does not have a prognostic value in NSCLC of adenocarcinoma histology.

MicroRNA overexpression in cells is routinely performed using pre-microRNAs which are produced endogenously from expression constructs or introduced exogenously synthesized and introduced in cells using techniques like RNA transfection. However, because such precursor RNAs give rise to not one but two mature microRNAs from the two strands of the duplex RNA stem of the molecules, as seen in this study, the interpretation of results can be difficult. Engineering the expression of only one of the two microRNAs, or the overexpression of one relative to the other, using precursor RNAs has not been described. Among human microRNAs, 5p microRNAs tend to be expressed more than 3p ones [11], and we sought to achieve relative overexpression of *miR-146b-3p* by using a variant *pre-miR-146b* pre-microRNA in which the segments of the molecule for the 5p and 3p microRNAs were swapped (figure 1A). However, this strategy was unsuccessful (figure 1E). Specific functional overexpression of either the 5p or the 3p microRNA may be possible using pre-microRNAs that have mutations in the sequence of one of the two microRNAs, or at positions that affect pre-microRNA processing [37]. Strand-specific 5′ *O*-methylation or biaryl modification of microRNA duplexes may also be used for 5p- or 3p-specific overexpression [38], [39]. Specific knockdown of a 5p microRNA without affecting its 3p sibling may be achievable using antisense oligonucleotides [40] or microRNA sponges [41]. However, there are different issues such as antisense effects on pre-microRNA processing, non-specificity, and durability of knockdown that are associated with these methods.

In conclusion, we found that overexpression of the lung cancer prognostic *miR-146b* microRNAs diminishes the malignant phenotype of the A549 lung cancer cells. This effect was minimal and opposite of that expected from tumor microRNA expression profiles. The study highlights the myriad issues that impede the elucidation of biological roles of microRNAs and their correlations with observations obtained in tumor microRNA expression studies.

## Supporting Information

Figure S1 **Results of replicate experiments.** Results of one replicate experiment each for the sets of experiments whose results are presented in figures 2C (*A*, adherent colony formation), 2D (*B*, colony formation in soft agar), 3A (*C*, in vitro wound-healing), 3B (*D*, Transwell™ migration), 3C (*E*, invasion through murine basement membrane extract) and 3D (*F*, invasion through rat collagen I). The details provided in the legends of those figures are true for the ones here as well.
(TIF)

Figure S2 **Microdissection of tumor stroma and epithelia.** Photomicrographs of hematoxylin-eosin-stained sections of two non-small cell lung carcinoma tumors (*1* and *2*) before laser microdissection (*A*), after microdissection of tumor epithelia (*B*) and after additional microdissection of tumor stroma adjacent to the dissected epithelia (*C*). Both tumors are squamous cell carcinomas. Tumor epithelia and stroma were identified by histology. Red and blue outlines seen on the images show the enclosed tissue areas that were dissected. Each bar in the scale below is indicates 400 um.
(TIF)

Table S1 **mRNA transcripts differentially expressed in A549/vec and A549/146b cells.**
(DOC)

# Supplementary material for: Overexpression of the Lung Cancer-Prognostic miR-146b MicroRNAs Has a Minimal and Negative Effect on the Malignant Phenotype of A549 Lung Cancer Cells
**Source:** PLoS One. 2011 Jul 18;6(7):e22379. doi: 10.1371/journal.pone.0022379
**Supplement:** Table S1 — mRNA transcripts differentially expressed in A549/vec and A549/146b cells.

**Table S1**

mRNA transcripts differentially expressed in A549/vec and A549/146b cells

| *Name* | *Symbol* | *Fold-change*1 | *P value*2 | *miR-146b target prediction3* |
| --- | --- | --- | --- | --- |
| ADAM metallopeptidase domain 19 (meltrin beta) | *ADAM19* | 1.6 | 0.0112 | 5p: Diana-microT, miRanda, miRWalk, PITA, TargetScan; 3p: 5p: miRanda, miRWalk, PITA, TargetScan |
| Adaptor-related protein complex 1, gamma 2 subunit | *AP1G2* | 0.7 | 0.0431 | (not a target) |
| Annexin A10 | *ANXA10* | 1.8 | 0.0005 | (not a target) |
| ATP-binding cassette, sub-family A (ABC1), member 1 | *ABCA1* | 1.6 | 0.0081 | 5p: PITA; 3p: miRanda, miRWalk, PITA, TargetScan |
| Cadherin 2, type 1, N-cadherin (neuronal) | *CDH2* | 1.7 | 0.0014 | 5p: PITA |
| Carbamoyl-phosphate synthetase 1, mitochondrial | *CPS1* | 1.6 | 0.0106 | 3p: miRanda, miRDB, PITA |
| Cathepsin L1 | *CTSL1* | 0.6 | 0.0085 | (not a target) |
| CDK5 regulatory subunit associated protein 3 | *CDK5RAP3* | 0.6 | 0.0034 | 5p: miRanda, PITA; 3p: miRanda, PITA |
| CDK5 regulatory subunit associated protein 3 | *CDK5RAP3* | 0.7 | 0.0498 | 5p: miRanda, PITA; 3p: miRanda, PITA |
| Claudin 15 | *CLDN15* | 0.7 | 0.0498 | (not a target) |
| Collagen, type IV, alpha 1 | *COL4A1* | 1.5 | 0.0475 | 5p: PITA; 3p: miRanda, PITA |
| FBJ murine osteosarcoma viral oncogene homolog | *FOS* | 0.7 | 0.0378 | 5p: PITA |
| FBJ murine osteosarcoma viral oncogene homolog B | *FOSB* | 0.6 | 0.0025 | 5p: miRanda, PITA; 3p: miRanda, PITA |
| Inhibitor of DNA binding 1, dominant negative helix-loop-helix protein | *ID1* | 0.6 | 0.0146 | 5p: PITA |
| Maternally expressed 3 (non-protein coding) | *MEG3* | 0.5 | <0.0001 | (not a target) |
| Paired immunoglobin-like type 2 receptor beta | *PILRB* | 0.7 | 0.0378 | (not a target) |
| Prickle homolog 2 (Drosophila) | *PRICKLE2* | 1.5 | 0.0299 | 3p: miRanda |
| Protein phosphatase 1, catalytic subunit, beta isoform | *PPP1CB* | 1.5 | 0.0498 | 5p: Diana-microT, miRanda, miRWalk, PITA, TargetScan; 3p: miRanda, PITA |
| Regulator of G-protein signaling 11 | *RGS11* | 0.7 | 0.0299 | 5p: PITA |
| Ribosomal protein L9 | *RPL9* | 1.6 | 0.0239 | 3p: miRWalk, TargetScan |
| Ribosomal protein S27 | *RPS27* | 1.6 | 0.0296 | (not a target) |
| Ribosomal protein S28 | *RPS28* | 1.5 | 0.0378 | (not a target) |
| Small nuclear ribonucleoprotein 70 kDa (U1) | *SNRNP70* | 0.6 | 0.0239 | (not a target) |
| Golgi transport 1 homolog B (S. cerevisiae) | *GOLT1B* | 1.5 | 0.0299 | (not a target) |
| Solute carrier family 30 (zinc transporter), member 7 | *SLC30A7* | 1.5 | 0.0332 | 5p: PITA; 3p: PITA |
| Transmembrane and tetratricopeptide repeat containing 3 | *TMTC3* | 1.5 | 0.0312 | 5p: PITA |
| Trinucleotide repeat containing 6B | *TNRC6B* | 1.6 | 0.0106 | 5p: PITA; 3p: PITA |
| Tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, epsilon polypeptide | *YWHAE* | 0.5 | 0.0296 | 5p: miRanda, PITA |
| (Unknown gene) |  | 0.5 | 0.0002 | (not a target) |
| (Unknown gene) |  | 0.6 | 0.0034 | (not a target) |
| Vesicle-associated membrane protein 8 (endobrevin) | *VAMP8* | 2.4 | <0.0001 | (not a target) |
| Zinc finger protein 36, C3H type, homolog (mouse) | *ZFP36* | 0.7 | 0.0498 | 5p: miRanda; 3p: miRanda, PITA |
| Zinc finger, DHHC-type containing 11 | *ZDHHC11* | 0.7 | 0.0299 | 5p: PITA; 3p: miRanda, PITA |

1A549/146b vs. A549/vec

2Benjamini-Hochberg-corrected

3Algorithm(s) predicting targeting of the mRNA by the 5p or 3p forms of *miR-146b*

How the deposited data were processed for this re-analysis (not part of the article)

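Gene expression was measured in A549/vec and A549/146b cells, 2 cell-lines made from A549 lung adenocarcinoma cells, on 4 bead arrays from 2 occasions of culture. The authors' deposited files hold 2 kinds of intensity values, the GenomeStudio signals before normalization and the normalized signals made from them in lumi 1.14 under R 2.11.1, and the detection p-values that GenomeStudio gave for each signal against the negative control beads. The plan fixed beforehand took the authors' normalized values to be log2-like. They proved to be intensities on a linear scale, and log2 was taken before any test. No array was pooled or left out. The array's annotation gives 1 gene symbol for 21834 probes and none for 2692, and the expressed probes cover 8290 named genes.

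Each array has a replicate number. The paper states that both cell-lines were grown concurrently on each of 2 occasions and compared in pairs, and the labels carry the numbers 1 and 2 in both cell-lines, so the number was taken as the occasion. As a check, the deviations from the cell-line's mean were correlated across expressed probes between arrays of the same number, with r = -0.05, which was not below the limit of -0.1 set for crossed pairs. This check could reject crossed pairs but could not support the pairing, and it showed no positive correlation within an occasion. The occasion was a block in the fit because of the paper's statement and the labels. Without the block 12 transcripts were called, with 16.7 prior degrees of freedom. The fit left 1 residual degree of freedom per probe, to which limma added 1025 prior degrees of freedom with a prior SD of 0.143 on the log2 scale, so that the standard error was 0.14 to 0.15 for all probes named in the text.

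Probes with a detection p under 0.01 on at least 1 of the 4 arrays were tested with limma 3.58.1 in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method. The paper names paired moderated t statistics in limma with this correction and a general threshold of 0.05, and its text gives no detection limit and no minimum fold for the arrays. With 2 arrays against 2, the smallest two-sided p of a permutation of the labels is 0.333, so no such test was used for single genes. Where a probe was not detected on any array of a cell-line, its fold is given as a bound, against the lowest normalized signal detected on each array. The fit was tested on simulated data for this comparison, with 200 of 10559 probes changed by known folds. It recovered 36% of the changes of 1.3-fold, 80% of those of 1.5-fold and 100% of those of 2-fold, 50 probes each. In that run 16 of 174 calls (9.2%) fell on unchanged probes, and over 20 further repeats a median of 5.11% and at most 8.07%. These shares describe the simulated data and give no error rate for the transcripts called in the real data. There the SD of the log2 differences across probes was 0.289 on occasion 1 and 0.163 on occasion 2, and the profile of A549/vec replicate 1 stood apart.

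Before the data were examined, 28 gene lists, the fit, its filter and threshold and most of the alternatives were chosen. The lists are the miR-146 targets, NF-kB responsive genes, immediate early genes, BMP and TGF-beta responsive genes, mesenchymal and epithelial markers, proteases, basement membrane and collagens, SNARE and vesicle trafficking, zinc and lipid transporters, ribosomal proteins, microRNA pathway, cell cycle, p53 targets, drug efflux and NRF2 targets, interferon response, unfolded protein response, heat shock response, hypoxia and glycolysis, cholesterol synthesis, nuclear-retained RNAs, mitochondrial electron transport, imprinted genes, and markers of alveolar type II cells, fibroblasts, leukocytes, endothelial cells and the embryonic kidney line that packages lentiviruses. Several lists were written around genes of Table S1, whose values had been seen. A list was tested with camera at its preset correlation of 0.01 where at least 5 members were expressed, with the expressed probe of the highest mean for each gene, and p-values were adjusted over the 24 lists tested. Camera with an estimated correlation was run beside it, and fry, which tests a list against no change and not against the other genes. Both rest on the 1 residual degree of freedom of the fit, so that their lack of calls cannot tell whether a list was shifted. A shift is the mean log2 fold change of the members minus that of all other genes. ID1, CTSL, SNRNP70 and OAS1 enter their lists with a probe of higher mean than the one called.

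The text names every gene of Table S1 and each transcript that the paper names as a target or changed gene, the genes of the 10 probes with the largest log2 fold change in each direction among those called that moved the same way on both occasions, where the probe has a gene name, and up to 4 members with the smallest p of each list. The alternatives were the fit without the block, neqc, quantile normalization and median scaling of the signals before normalization, other detection limits, an intensity trend of the prior variance, a minimum fold of 1.5 and leaving out each array in turn. Added after the data were seen were the removal of a gene-length trend, an exchange of the labels within occasion 2, and the lists without the genes of Table S1. Gene lengths for that trend are those of the genes in the RefSeq annotation of assembly GRCh38.p14, found for 8289 of 8290 genes. A count of seed matches in 3' untranslated regions was planned and not run, since no transcript sequences were used here. The paper's other assays, its microdissected tumors and its patients' microRNA profiles were not analysed here.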

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

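Of the tests in this part, that of an array-to-array trend behind the difference in gene length between higher and lower transcripts was set out before its result was seen, and the others, the length test on the nuclear-retained group included, after it.

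Transcripts called higher in A549/146b came from longer genes than those called lower, with a median gene length of 57.6 kb against 12.8 kb, and 28.5 kb for all tested genes. A response to miR-146b of like size in both cultures is argued against by Spearman's rho across genes of log2 gene length with the difference between the cell-lines, which was 0.274 on occasion 1 and 0.0524 on occasion 2. An array-to-array trend with gene length, as from RNA quality or labelling, is consistent with the rho of -0.164 between the A549/vec duplicates, which share their vector, and of 0.2 between the A549/146b duplicates. With that trend removed, 67 of the 88 called transcripts with a gene length were still called. A response to miR-146b that differs between cultures was not tested and stays open.

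The nuclear-retained RNAs and transcripts with detained introns, which the paper does not discuss as a group, had a shift of -0.20 (adjusted p = 0.772 with an estimated correlation). A gene-length trend between arrays is argued against as the whole cause by the shift of -0.18 that was left after its removal, and the profile of A549/vec replicate 1 alone by the mean log2 difference of -0.19 on occasion 2. Without the genes of Table S1 the shift was -0.13, and these 2 values were -0.11 and -0.14. A lower share of nuclear RNA in the A549/146b preparations could give the same pattern, since 89.3% of the members that were not called lay below 0, but a change in the cells would give that too. The design cannot tell these apart, and an effect of miR-146b, or a difference that arose when the cell-lines were made, was not tested and stays open.

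The immediate early genes, of which the paper lists FOS, FOSB and ZFP36 without discussing the group, had a shift of -0.17 (adjusted p = 0.772 with an estimated correlation). Handling of the cultures before lysis may account for it, since the members' mean log2 difference between the A549/vec duplicates was 0.15, though 0.01 between the A549/146b duplicates, and 0.15 is more than the size of the difference between the cell-lines on occasion 2, which was -0.0934. The latter value also leaves open whether the profile of A549/vec replicate 1 alone carries the pattern. Without the genes of Table S1 the shift of -0.11 did not pass the threshold, and the differences between the A549/vec duplicates and on occasion 2 were 0.06 and -0.04. With the gene-length trend removed the shift was -0.13, or -0.07 without the genes of Table S1, so that a share of that trend in it stays open, as does an effect of miR-146b, which no test separated from handling.

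Cholesterol synthesis, a group the paper does not discuss, had a shift of -0.17 (adjusted p = 0.772 with an estimated correlation). Outside Table S1, 59 transcripts with a gene name were called, which the paper does not report. Among them, UGT1A7 and BCHE were not detected in A549/vec and were at least 1.64-fold and 1.25-fold higher in A549/146b. Over the probes detected on all 4 arrays limma called 33 transcripts, the number of entries in Table S1. There EGR1, KLF6, HMOX1, DHCR7 and TNFAIP2, which are outside Table S1, were not called. YWHAE moved in opposite directions on the 2 occasions, with a log2 difference of -1.98 on occasion 1 and 0.21 on occasion 2, and this difference between occasions was not tested.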

How the results depend on the processing

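The 82 named genes kept their direction under every alternative in which they were tested. Leaving out the block from all 4 arrays, another detection limit and an intensity trend do not alter a log2 fold change. Only the other normalizations, the length removal and the leave-one-out fits could thus have reversed a direction. Of the 37 that were called, 34 stayed called with an intensity trend, 33 with quantile normalization, 27 with median scaling, 11 with neqc, 9 without the block and 0 without a detection filter. Over probes detected on all 4 arrays, 28 of the 33 that were tested stayed called, and EGR1, KLF6, HMOX1, DHCR7 and TNFAIP2 did not. The count of 98 called transcripts (46 higher, 52 lower) became 12 (7 and 5) with no replicate block, 21 (10 and 11) with neqc, 40 (19 and 21) with median scaling only, 33 (16 and 17) over probes detected on all 4 arrays, 2 (1 and 1) with a detection p under 0.05, 0 (0 and 0) without a filter and 34 (17 and 17) with a fold of at least 1.5. The cause was not tested, but the prior degrees of freedom fell from 1025 to 54.8 over probes detected on all 4 arrays and to 16.7 without the block. Without a filter they fell to 3.72, where 1984 probes had an unadjusted p under 0.05 from limma. Quantile normalization gave 84, an intensity trend 72 and, chosen after seeing the data, removal of a gene-length trend 78. Leave-one-out fits, without a block and with the lone array assumed to vary like the other cell-line, gave 12 to 868 calls, 6 to 438 higher and 6 to 430 lower: 49 without A549/vec replicate 1, 868 without A549/vec replicate 2, 12 without A549/146b replicate 1 and 21 without A549/146b replicate 2. With the labels exchanged within occasion 2, also chosen after seeing the data, 1 was called (0 higher and 1 lower). The 4 shifted lists became 0 with an estimated correlation, 2 without the genes of Table S1, 5 with median scaling (the ribosomal proteins added), 6 with the gene-length trend removed (these, at 0.11, and mitochondrial electron transport, at 0.09, added) and 3 to 7 when 1 array was left out (7 without A549/vec replicate 1, with NF-kB responsive genes, basement membrane and unfolded protein response added), and fry, which tests a list against no change, called 0. The mesenchymal markers lost their call over probes detected on all 4 arrays, with a detection p under 0.05 and without A549/vec replicate 2, and cholesterol synthesis without A549/146b replicate 2 (adjusted p = 0.131). At a detection p under 0.05, 60.5% of the probes were expressed on at least 1 array and 51.7% on all 4. The duplicates' r was 0.991 and 0.994 over expressed probes and 0.994 for A549/vec before normalization. The seed-match count was not run. Signals near the detection limit restrict what can be seen of UGT1A7, BCHE, SPARC and AMH.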

Differences from the paper's values

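The paper states that 33 transcripts were differentially expressed, 17 higher and 16 lower, and 98 were called here, 46 higher and 52 lower. The paper's share is 0.3% of the expressed transcripts, and 0.928% of the tested probes were called here. The paper's general threshold of 0.05 was used, but its text states no detection limit and no minimum fold. Of the alternatives set before the data were examined, 3 bring the count, both directions and the share within 1.5 times of the paper's. They are the probes detected on all 4 arrays (33, with 16 higher and 17 lower, and 0.353%), a fold of at least 1.5 (34, with 17 and 17, and 0.322%) and median scaling (40, with 19 and 21, and 0.379%). Of these, the probes detected on all 4 arrays alone give the 16 higher and 17 lower entries that Table S1 itself lists. Leaving out both the block and A549/vec replicate 1 brings the counts there (49, with 25 and 24) but not the share (0.464%), where leaving out the block alone gives 12 (7 and 5), and neqc does so for the lower transcripts alone (11). The fit without the block, quantile normalization, the intensity trend, the other detection limits and leaving out the block with any of the other 3 arrays do not, for the total count.

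Table S1 itself lists 17 transcripts as lower and 16 as higher, where the paper's text gives the numbers the other way round. Over the probes detected on all 4 arrays, the adjusted p lay within 0.0001 of Table S1's for 26 of 27 genes compared. The exception was RPS27, with 0.730 against 0.0296. In the main fit, on which the cut at a fold of at least 1.5 rests, ADAM19 had 0.0017 where Table S1 gives 0.0112. The adjusted p under median scaling were not compared. Of the settings that come near the paper's counts, the probes detected on all 4 arrays thus lie closest to Table S1. All 30 named genes of Table S1 had the direction it gives and 28 were called here, the exceptions being PILRB and RPS27, which the paper lists as changed. PILRB was not detected in A549/146b (adjusted p = 0.215), so that no fold is given, and RPS27 had 0.14 (adjusted p = 0.743). No alternative called either of them, but 2 probes without a gene name carry the folds of Table S1 for these genes, 1.55 for RPS27 and 0.651 for PILRB, and both were called (adjusted p = 0.0296 and 0.0378 over the probes detected on all 4 arrays). The paper's text counts 9 of 14 lower and 12 of 17 higher mRNAs as predicted targets, and the named genes of Table S1 with a prediction are 8 of 14 and 11 of 16. Counted by entry, with 2 entries for CDK5RAP3, 9 lower ones have a prediction, so that the count of the lower ones differs by the unit alone.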

Other observations

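Genes of cholesterol synthesis were lower in A549/146b as a group, with 11 of 15 expressed members below 0 and a shift of -0.17 (adjusted p = 0.0090 from limma's camera, adjusted p = 0.772 with an estimated correlation). DHCR7, which catalyses a last step of the pathway, fell from a normalized signal of 1182 ± 401 to 789 ± 93.1 (SD, n = 2), a log2 fold change of -0.55 (adjusted p = 0.027 from limma), which was -0.19 and not called without A549/vec replicate 1 and the block. The other 14 did not pass the test (2 lower when adjusted over the list alone), with -0.40 for MVD and -0.36 for LSS. The group's mean was -0.15 on occasion 1 and -0.16 on occasion 2. None of the 26 expressed genes of hypoxia and glycolysis was called over all probes by limma, where 1 had an unadjusted p under 0.05, with the neuronal enolase ENO2 at -0.47 (1 lower when adjusted over the list alone, shift -0.09, adjusted p = 0.0735 from camera). Of 14 expressed NF-kB responsive genes, TNFAIP2 fell by 0.51, with -0.34 and no call without A549/vec replicate 1 and the block, and 13 did not pass the test, with the chemokines CXCL2 at -0.49 and CXCL8 at 0.46 (2 higher and 3 lower when adjusted over the list alone, shift -0.04, adjusted p = 0.607 from camera). The group's mean was 0.10 on occasion 1 and -0.16 on occasion 2, and its shift was -0.21 without A549/vec replicate 1 and the block.

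No member of the interferon response (20 expressed genes), the unfolded protein response (22), the heat shock response (16), mitochondrial electron transport (41), the BMP and TGF-beta response (11) or the markers of the embryonic kidney line that packages lentiviruses (6) was called over all probes by limma with the probe used for the list. Other probes of 2 members were called lower, that of ID1 in the BMP and TGF-beta response (-0.71, against -0.22) and that of OAS1 in the interferon response (-0.55, against -0.33). At an unadjusted p under 0.05 there were 6, 3, 1, 8, 2 and 2 in that order. The adjusted p from camera was 0.329 for the interferon response, with IFI6 at 0.37, 0.397 for the unfolded protein response, with DDIT4 at -0.40 and the chaperone HSPA5 at 0.34, and 0.842 for the heat shock response, with HSP90AB1 at -0.34. It was 0.215 for mitochondrial electron transport (0.772 with an estimated correlation), with SDHC at 0.44 and ATP5MG at 0.44. With a gene-length trend removed, the shift of electron transport was 0.09 (adjusted p = 0.0174 from camera at its preset correlation). Its genes are short too (median 8.27 kb), and their mean log2 difference was 0.12 on occasion 1 and 0.02 on occasion 2. The BMP and TGF-beta response had an adjusted p of 0.215 from camera too, with BAMBI at 0.44 and PMEPA1 at 0.42. Its shift was 0.10, and 0.17 without A549/146b replicate 1 and the block. For the markers of the packaging line the adjusted p from camera was 0.396, with GAL at 0.35 and ZIC2 at 0.31. When adjusted over the list alone, 3 genes of mitochondrial electron transport and 2 of the BMP and TGF-beta response were higher, and 0 in the other 4 lists. Among 12 expressed imprinted genes, MEG3 fell and 11 did not pass the test, with PEG10 at 0.34 (1 lower when adjusted over the list alone, adjusted p = 0.603 from camera). The median of the imprinted genes was 0.06 and their shift -0.04, on opposite sides of 0.

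Larger differences of 1 occasion recurred in part on the other. Of 455 probes that differed by over 1.5-fold between the cell-lines on occasion 1, 71.9% had the same direction on occasion 2, against 58.4% of all tested probes, with a median log2 difference of 0.10 along it. Of 44 such probes of occasion 2, 88.6% had the same direction on occasion 1, with a median of 0.24.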
